# Transcriptional responses of ecologically diverse *Drosophila* species to larval diets differing in relative sugar and protein ratios

**DOI:** 10.1371/journal.pone.0183007

**Published:** 2017-08-23

**Authors:** Nestor O. Nazario-Yepiz, Mariana Ramirez Loustalot-Laclette, Javier Carpinteyro-Ponce, Cei Abreu-Goodger, Therese Ann Markow

## Abstract

We utilized three ecologically diverse *Drosophila* species to explore the influence of ecological adaptation on transcriptomic responses to isocaloric diets differing in their relative proportions of protein to sugar. *Drosophila melanogaster*, a cosmopolitan species that breeds in decaying fruit, exemplifies individuals long exposed to a Western diet higher in sugar, while the natural diet of the cactophilic *D*. *mojavensis*, is much lower in carbohydrates. *Drosophila arizonae*, the sister species of D. mojavensis, is largely cactophilic, but also utilizes rotting fruits that are higher in sugars than cacti. We exposed third instar larvae for 24 hours to diets either (1) high in protein relative to sugar, (2) diets with equal amounts of protein and sugar, and (3) diets low in protein but high in sugar. As we predicted, based upon earlier interspecific studies of development and metabolism, the most extreme differences in gene expression under different dietary conditions were found in *D*. *mojavensis* followed by *D*. *arizonae*. No differential expression among diets was observed for *D*. *melanogaster*, a species that survives well under all three conditions, with little impact on its metabolism. We suggest that these three species together provide a model to examine individual and population differences in vulnerability to lifestyle-associated health problems such as metabolic syndrome and diabetes.

## Introduction

Over the past decades there has been an enormous shift worldwide in the way people eat [1]. One of the most notable components of the dietary shift has been the increase in caloric sweeteners in beverages and packaged foods that already were high in carbohydrates relative to protein [1]. Historically, human populations were accustomed to inconsistent food sources thus resulting in the polygenic “Thrifty Genotype” as proposed by Neel [2] adapted to store calories, when they were abundant, in order to survive lean times. In the transition to consistently high calorie diets, rich in sugars, the Thrifty Genotype responds by producing obesity and metabolic disorders.

Despite this, not everyone who consumes excessive sugars becomes obese or ill. There is considerable genetic variability in how individuals respond to dietary intakes [3]. Detecting genetic variants in metabolic pathways that underlie some sort of resistance to becoming obese or ill, in the presence of an excess of empty calories, may offer insights to novel prevention or treatment approaches. Genome wide association studies already have revealed multiple candidate loci with variant alleles, confirming Neel’s Thrifty Genotype hypothesis [4]. Verification of the function of these genes, however, requires a more empirical approach. Experimental or manipulative studies, unfortunately, are difficult with humans or even with vertebrate model systems owing to factors such as generation time or expense and redundant genes. It is not surprising, therefore, that models such as *Drosophila*, that has many orthologs to human disease genes [5], are gaining popularity in metabolic disease research [6].

Ecologically diverse *Drosophila* species whose genomes have been sequenced [7] show profoundly different responses to identical laboratory larval diets [8]. The most striking differences are reflected in the adult metabolic pools of protein, triglycerides and glycogen, revealing that the species’ genotypes are adapted to natural resources that differ in their relative macro and micronutrients. Species such as the desert endemic *D*. *mojavensis* breeds exclusively in necrotic cactus, a resource low in carbohydrates, while *D*. *melanogaster* is adapted to decaying domestic fruits, typically much higher in their sugar content. These differences make the two species similar to the “Thrifty Genotype” human populations that remained isolated until recently from processed foods (*D*. *mojavensis*) and to a “Western diet” (*D*. *melanogaster*). Indeed, when the two species are grown in isocaloric media that differ in their relative amounts of protein to sugar *D*. *mojavensis* suffers a reduced fitness as well as significant increases in metabolic pools of triglycerides and glycogen, as the relative dietary sugar content increased [9, 10]. *Drosophila mojavensis* has a close relative, *D*. *arizonae*, which although mainly cactophilic, also utilizes decaying fruits such as citrus, making it more of a dietary intermediate between the other two species. Furthermore, these two species can be crossed in the laboratory, allowing for genetic experiments not possible between either species with the more distant relative *D*. *melanogaster*. Previously we tested the prediction that while *D*. *arizonae* would not perform as well as *D*. *melanogaster* on a higher sugar diet, it would be less affected than *D*. *mojavensis* [10]. We reasoned that if *D*. *arizonae* is indeed more accustomed to consuming sugar in nature, it should have higher larval to adult survival as well as lower perturbation of metabolic pools than its sister species *D*. *mojavensis* on the diets with higher sugar contents. While *D*. *arizonae* in fact exhibits a reduced survival on a low-protein/high sugar diet, sufficient numbers do survive to adulthood to reveal that their metabolic pools of glycogen and triglycerides also are elevated as sugar increases relative to protein [10].

The metabolic pool data reported for adults of these species [9, 10] represent the cumulative effect of growth and survival in different environments rather than more immediate metabolic or transcriptomic responses. Therefore, we wished to determine what short-term changes in gene expression, if any, are observed when each of the three species is confronted with increasing amounts of sugar relative to protein. We utilized early third instar larvae because they are more resistant to any damage from transferring them to various diets and because they are larger and yield more material for analyses. We thus exposed third instar larvae to three experimental diets for 24 hours and then examined their transcriptomic responses to the diets. We predicted that if changes are observed, they would occur in the following order of severity of perturbations in gene expression as the diets increase in relative sugar levels: *D*. *mojavensis* > *D*. *arizonae > D*. *melanogaster*.

## Methods

### Flies

We utilized two isofemale strains of each species: *D*. *melanogaster* from San Diego, USA (Iso-SD1 and Iso-SD3), one *D*. *arizonae* strain from Sinaloa, México (Iso-13-3) and one from Queretaro, Mexico (Iso-15-7) and two strains of *D*. *mojavensis* from La Paz, B.C.S., México (Baja-1C and Baja-1F). All stocks, prior to use in experiments, were grown at room temperature (~25°C) in standard banana-opuntia media on a 14:10 L:D cycle. To obtain larvae for development or transcriptomic studies, sexually mature adults were placed in yeasted egg collecting chambers (Genesee Scientific) and the embryos were allowed to develop to early third instar at which time they were transferred to the experimental diets for 24 hours. Experiments were initiated and larvae harvested for RNA extraction at the same time mid-day in all replications in order to avoid any effects of circadian cycles in gene expression.

### Experimental diets

Isocaloric artificial diets were prepared [9]: a diet with a high ratio of protein:sugar or HPLS, one with equal protein:sugar or EPS, and a diet with low protein:sugar or LPHS (S1 Table). Protein was supplied by active dry yeast and sugar by sucrose, complemented with yellow cornmeal and agar. All ingredients were mixed and boiled, with methylparben added as a fungal inhibitor.

### Transcriptomic response to experimental diets

Early third instar larvae from two different isofemale strains/species were transferred to the experimental diets for 24hrs (n = 30/vial). Larvae then were removed from their experimental foods, washed twice with distilled water and placed into 1.5μl tubes to be rinsed twice with 1X PBS. All liquid was then removed and larvae were frozen (-70°C) until RNA extraction. Frozen samples were homogenized with Tri-Reagent using Teflon homogenizers and extracted using Direct-zol^TM^ RNA MiniPrep extraction kit (Zymo Research) according to the manufacturer’s protocol. Three aliquots of each sample were taken, one to measure RNA concentration in NanoDrop (Thermo Scientific), another for analyses in a 1% agarose gel, and one for the sequencing core facility at LANGEBIO. Libraries were prepared with TruSeq® RNA Sample Preparation Kit v2 (Illumina), selecting only polyA mRNAs and synthetizing double stranded cDNAs to attach to the Illumina adapters. Library size and quality were measure by Bioanalyzer (Agilent Technologies) and sequenced in a 2 X 100 pair-end read format on a HiSeq^TM^ 2000 Sequencing System (Illumina).

### Transcriptome analyses

Transcriptome analysis was performed using the TopHat-Cufflinks pipeline [11]. 

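Replicates of each diet were compared by Spearman's correlation across all genes of the deposited table, 17239 genes in *D*. *melanogaster*, 11060 in *D*. *arizonae* and 15180 in *D*. *mojavensis*. These coefficients are computed across genes within a pair of libraries, and genes are not independent replicates. In *D*. *melanogaster* they were 0.973 for HPLS, 0.97 for EPS and 0.977 for LPHS. In *D*. *arizonae* they were 0.968, 0.972 and 0.973 in the same order, and in *D*. *mojavensis* they were 0.98, 0.98 and 0.978. The median over the 9 pairs was 0.973, and it moved most, to 0.966, when only the genes with enough fragments for the tests were kept. By the median, libraries of different diets with the same replicate number were closer to each other than the replicates of one diet. The median coefficient of the 6 pairs with the same number was 0.987 in *D*. *melanogaster* and 0.986 in each of the other species. The corresponding medians of the 3 pairs of the same diet were 0.973, 0.972 and 0.98. In *D*. *mojavensis* the ranges overlapped, from 0.979 to 0.987 for the same number and from 0.978 to 0.98 for the same diet.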

Correlations between replicates were high, 97–98% and are presented in S3 Table. Reference genomes were indexed with “bowtie2-build”, using genome versions: r6.04 for *D*. *melanogaster* (FlyBase), first release for *D*. *arizonae* [12] and r1.3 for *D*. *mojavensis* (FlyBase). Paired-end reads were mapped with “bowtie2/tophat2” (S2 Table) and showed a good correlation between replicates (S3 Table). For *D*. *arizonae*, “cufflinks” and “cuffmerge” were applied to generate a GTF file, containing the locations of predicted transcripts.

### Statistical analyses and graphs

Differential expression was calculated with “cuffdiff2”, using the BAM files that TopHat generated, with default settings and FDR ≤ 0.05 [11]. Graphs were generated by the cummerbund R package [13].

### Gene function annotation for differentially expressed genes

Sequences of differentially expressed transcripts in *D*. *arizonae* were blasted with the KEGG Orthology-Based Annotation System (KOBAS 2.0 web tool in http://kobas.cbi.pku.edu.cn) with the “Annotate” program, using nucleotide sequences as input, with default settings (E-value ≤ 1e-08) and *D*. *mojavensis* as a reference. NCBI_Gene_IDs of *D*. *melanogaster*’s orthologs for *D*. *arizonae* and *D*. *mojavensis* (S4 Table) were used in the web tool of Gene Ontology Consortium (http://geneontology.org) comparing with the complete set of data for biological process (BP), molecular function (MF) and cellular component (CC). Enrichment of KEGG pathways was made with KEGG_IDs or NCBI_GIs of *D*. *mojavensis* (S4 Table) with the “Identify” program using as input the exit data file of “Annotate”. All data have been placed in the GEO repository can be accessed through series record GSE101664, through https://www.ncbi.nlm.nih.gov/geo/info/linking.html.

### Validation of differentially expressed genes by RT-qPCR

Using RT-qPCR we validated 10 genes from *D*. *arizonae* and 15 genes from *D*. *mojavensis*. Nine of these were shared genes in both species, significantly differentially expressed according to our RNA-Seq results, when the two extreme diets were compared. Five more were differently expressed only in *D*. *mojavensis*. We designed the primers aligning the sequences of each gene of both species with Geneious (Biomatters), to generate a PCR fragment with recommended length of 100-200bp (S5 Table). We used 18S gene as internal control [14]. Standard protocols of retrotranscription and qPCR were followed, generating single strand cDNAs with SuperScript® lll Reverse Transcriptase (Invitrogen), adding a mix of all reverse primers of target genes to RNA samples and incubating at 55°C during 3 hr. Primer efficiencies are given in S5 Table. Four technical replicates of qPCR for each sample were performed in a 7500 Real Time System (Applied Biosystems). We established the optimal conditions of each set of primers to ensure that the end-point PCR generated only a single band product and dissociation curves showed a single amplicon.

## Results

### Transcriptome

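RNA from larvae of 3 species, in the third instar, was sequenced after 24 h on one of 3 experimental diets, with 30 larvae per vial and 2 replicates per diet. This gave 6 libraries per species and 18 in all. Per 200 ml of water the HPLS diet held 8 g of sucrose and 32 g of yeast, the EPS diet 20 g of each, and the LPHS diet 32 g of sucrose and 8 g of yeast. The authors mapped the read pairs, counted fragments per gene with cuffdiff2, and deposited 1 value per gene and library. These values were not whole numbers. Within a library most of them were multiples of a single step, which lay between 0.639 and 1.284 over the libraries, so that such a value is a fragment count multiplied by the step of its library. Division by the step gave a whole number for 100.0% of the values above 0 in *D*. *mojavensis*, for 96.7 to 97.1% in *D*. *melanogaster* and for 76.9 to 77.6% in *D*. *arizonae*. The totals of fragments per library ran from 13219676 to 32807679 in *D*. *melanogaster* (median 17717015), from 9156035 to 13272141 in *D*. *arizonae* (median 11072886) and from 6819501 to 9910492 in *D*. *mojavensis* (median 8581538). For the comparisons, the deposited values were scaled between libraries by the TMM method and are called normalized counts here. Genes with too few fragments were left out with the filterByExpr function of edgeR. A pseudocount of 1 was added, log2 was taken, and the diets were compared with limma, with the 3 diets of a species in the same fit. This test replaced the planned one, the quasi-likelihood test of edgeR, once the values had been found not to be whole counts. Fold changes are on the log2(value + 1) scale, which understates the change of genes with low counts. Genes with an adjusted p of at most 0.05 (Benjamini-Hochberg, within a comparison) are called differentially expressed.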

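In *D*. *melanogaster*, 12324 genes were tested, and 0 genes were differentially expressed in LPHS-HPLS, EPS-HPLS or LPHS-EPS. Without adjustment, 182, 45 and 24 genes had a p under 0.05 in these comparisons, fewer than chance alone would give. Libraries with the same replicate number deviated from their diet means together, with a mean correlation of 0.61 across genes over the 3 pairs of diets. The comparison was therefore repeated with the replicate number as a block. This fit also called 0 genes in each comparison, with a smallest adjusted p of 0.108 in LPHS-HPLS, where 942 genes had an unadjusted p under 0.05. Among the other tests, the one that moved the count most was the likelihood-ratio test of edgeR with the replicate number as a block, which called 199 genes in LPHS-HPLS and was chosen after seeing the data.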

Pairwise comparisons among the three diets for larval *D*. *melanogaster* yielded no significant differences in gene expression. 

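In *D*. *arizonae*, 9696 genes were tested by limma, and 3 were differentially expressed in LPHS-HPLS, with none in EPS-HPLS or LPHS-EPS. An unadjusted p under 0.05 was found for 776, 86 and 291 genes in these comparisons. In *D*. *mojavensis*, 9724 genes were tested and 2 were differentially expressed, GI23785 and GI18936, again only in LPHS-HPLS. There, 1000, 217 and 213 genes had an unadjusted p under 0.05. The quasi-likelihood test of edgeR, run on the fragment counts without a block, called 0 genes in both species. Its smallest adjusted p in LPHS-HPLS was 0.0633 in *D*. *arizonae* and 0.0514 in *D*. *mojavensis*. Same-numbered libraries deviated together in both species, with a mean correlation of 0.6. With the replicate number as a block, 78 genes were differentially expressed in LPHS-HPLS in *D*. *arizonae* and 544 in *D*. *mojavensis*. In EPS-HPLS the block fit called 0 genes in *D*. *arizonae* and 18 in *D*. *mojavensis*, and in LPHS-EPS it called 0 genes in both. The count in *D*. *mojavensis* was moved most by the likelihood-ratio test with the replicate block, which was added after seeing the data and called 1142 genes in LPHS-HPLS.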

The number of differentially expressed genes among the diets for *D*. *arizonae* and *D*. *mojavensis* are presented in Fig 1. *Drosophila mojavensis* showed the greatest number of differences, and for both species, the greatest number of genes showing differential expression emerged when comparing the low-protein/high-sugar (LPHS) and high-protein/low-sugar (HPLS) diets (Fig 1A and 1B). 

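The 3 *D*. *arizonae* genes called in LPHS-HPLS by limma without the block were lower in LPHS, and the 2 *D*. *mojavensis* genes were 1 up-regulated and 1 down-regulated. The block fit called 32 genes up-regulated and 46 down-regulated in *D*. *arizonae*, and 252 and 292 in *D*. *mojavensis*, with the replicate number as the block. Scaling by the RLE method in place of TMM left both counts without the block as they were. When expression was fitted against the amount of sucrose over the 3 diets, 5 genes had a trend past the threshold in *D*. *arizonae* and 13 in *D*. *mojavensis*. With the replicate block these numbers were 253 and 898. In *D*. *melanogaster* 0 genes had such a trend, and 10 with the replicate block.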

While some of the genes differentially expressed between the LPHS and HPLS diets overlapped with differentially expressed genes in another comparison (Fig 1C and 1D), the majority were confined to the comparison between the most contrasting diets and were mostly down regulated in LPHS in relation to HPLS (Fig 1E and 1F).

**Fig 1:**
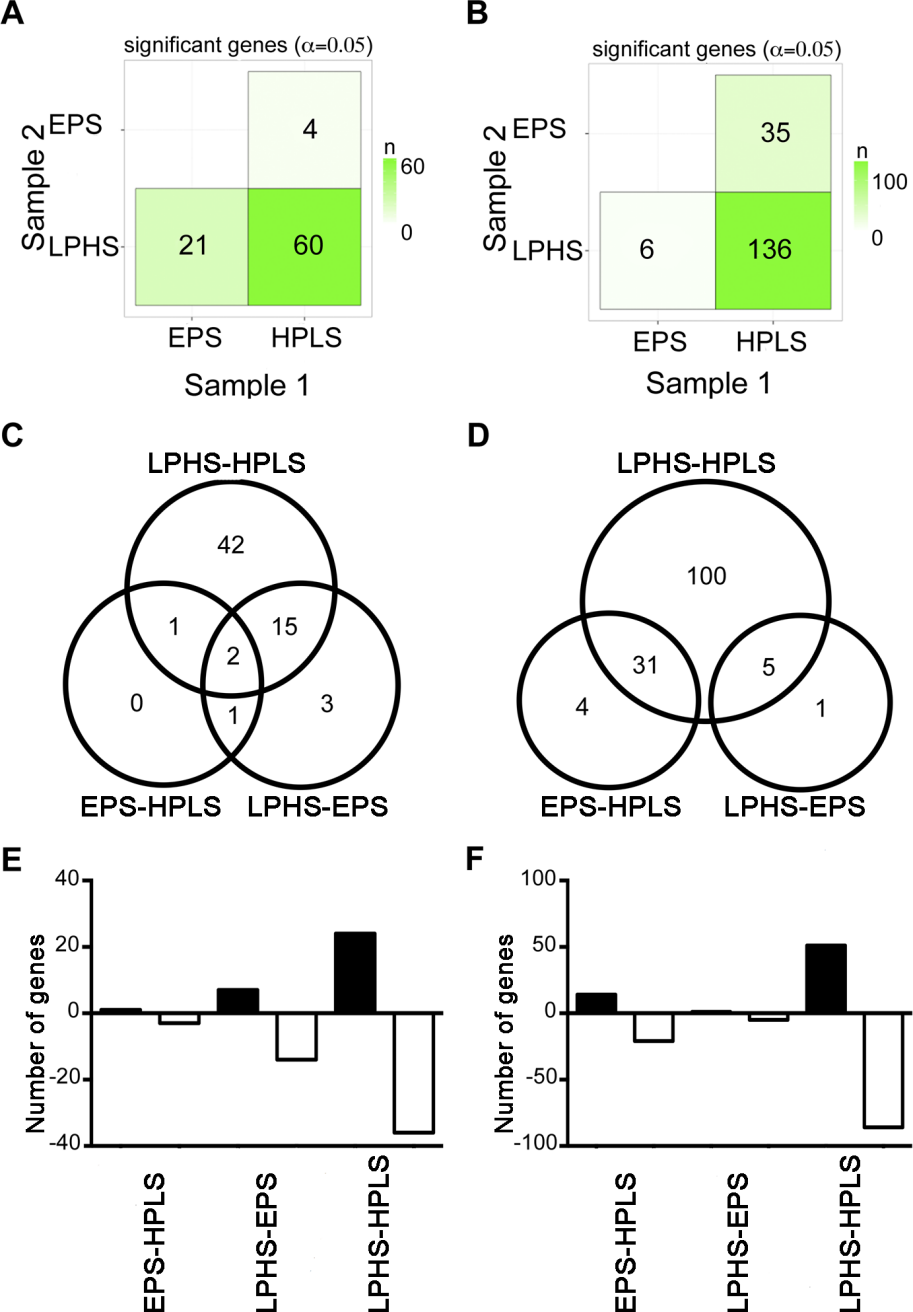
Differentially expressed genes between diets in *D*. *arizonae* and *D*. *mojavensis*. Third instar larvae were exposed to different diets during 24hrs and RNA-Seq analysis was performed with TopHat-Cufflinks (FDR<0.05). (A, C and E) Analysis of differentially expressed genes in *D*. *arizonae*. (B, D and F) Analysis of differentially expressed genes in *D*. *mojavensis*. (A-B) Matrix analysis showing the number of genes that changed between diets. (C-D) Venn diagrams showing the number of genes that were significantly different in more than one paired comparisons. (E-F) Number of genes that were up-regulated (black bars) and down-regulated (white bars) in each paired comparison between diets.

Sixty-four differentially expressed genes were detected in *D*. *arizonae* when reared on different diets (Fig 2A). 

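The deposited table of *D*. *arizonae* numbers its genes from 1 to 11060, while the identifiers of S6 Table reach 13116. Of the 64 genes of S6 Table, 49 identifiers occur in the deposited table and 15 do not. Of the 36 with enough fragments to be tested, 16 (44.4%, exact binomial 95% interval 27.9 to 61.9%) changed in LPHS-HPLS in the direction that S6 Table lists. None of the 36 was differentially expressed over all genes tested, with or without the replicate number as a block. The same identifier is therefore not taken to be the same gene here, and values of the *D*. *arizonae* genes that the paper names are not given. The files do not pair the identifiers of the deposited table with gene names. Of the genes that were lower in LPHS in both replicates, XLOC_004227 had a normalized count of 2307 ± 666 (SD, n = 2) in HPLS and 112 ± 31.7 (SD, n = 2) in LPHS, a log2 fold change of -4.35 (standard error 0.33, adjusted p = 0.03 from limma, and 0.007 with the block). XLOC_004719 had a normalized count of 1100 ± 376 and 59.1 ± 2.55 in the same diets, a log2 fold change of -4.15 (standard error 0.31).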

When comparing increasing levels of sugar (EPS-HPLS, LPHS-EPS or LPHS-HPLS), twenty-six genes were up-regulated and the remaining 38 were down-regulated (S6 Table). The functional annotation of the differentially expressed genes in *D*. *arizonae* is presented in Fig 2B. We were unable to identify 25 genes in the analysis because 20 have no *D*. *melanogaster* ortholog and five had an ortholog but with no annotation (Table 1). We found information of the remaining 39 genes in the Gene Ontology data base assigned to eight biological process (BP) categories: “cellular process”, “biological adhesion”, “multicellular organismal process”, “developmental process”, “localization”, “biological regulation”, “cellular component organization or biogenesis” and “metabolic process”. The largest component was “metabolic process” with 21 genes. There were 32 genes that had a GO term from the molecular function (MF) ontology, with five terms: “binding”, “receptor activity”, “structural molecule activity”, “transporter activity” and “catalytic activity”. This last term was assigned to 18 of the 32 genes. Only nine genes had a cellular component (CC) term, including: “membrane”, “organelle” and “cell part”.

**Fig 2:**
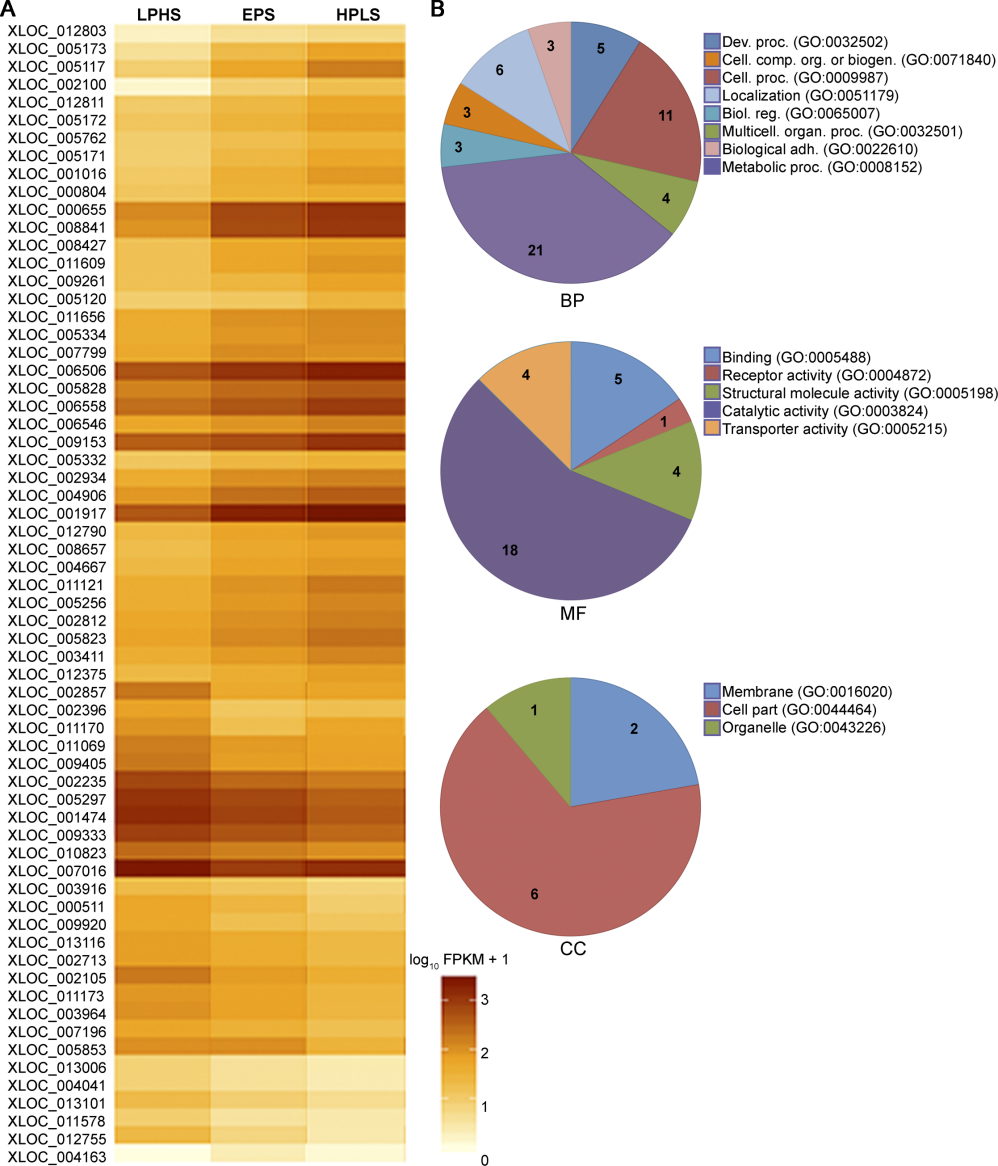
Heat map of all differentially expressed genes of *D*. *arizonae* and their associated GO terms. A) Heat map of the 64 differentially expressed genes analyzed by TopHat-Cufflinks. Color intensity represents the mean of gene expression of the Cufflinks-determined FPKM values for two replicates in each treatment (FDR<0.05). B) Pie charts of functional annotation of affected genes through diets. Analysis was done using the web tool of Gene Ontology Consortium (http://geneontology.org). BP = biological process, MF = molecular function, CC = cellular components. Numbers inside the pie charts are the number of genes associated to each term, and genes that belong to more than one term were counted also in those respective categories.

**Table 1:** Statistics of functional annotation of differentially expressed genes.

	Reference list (D. melanogaster)	Input*
*D*. *arizonae*		
**Non-orthologous:**	-	20
**Unmapped IDs:**	-	5
**Mapped IDs:**	13690	39
***D*. *mojavensis***		
**Non-orthologous:**	-	26
**Unmapped orthologous:**	-	20
**Mapped orthologous:**	13690	95

*Analysis was done with *D*. *melanogaster*’s ortholog IDs using the web tool of Gene Ontology Consortium (http://geneontology.org).

Since *D*. *mojavensis* had the worst performance in the higher sugar diets [10] it was not surprising that we detected 141 differentially expressed genes (Fig 3A). Similarly to *D*. *arizonae*, fewer genes were up-regulated (52) than down-regulated (89) (S7 Table). 

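All 141 genes of S7 Table occur in the deposited table of *D*. *mojavensis*, and 135 had enough fragments to be tested. In LPHS-HPLS, 134 of these genes (99.3%, exact binomial 95% interval 95.9 to 100%) changed in the direction that S7 Table lists. Over all genes tested, limma called 2 of the 135, and 121 with the replicate number as a block. When the adjustment was made over the 135 genes alone, 108 were called, and 133 with the block. Since S7 Table holds the genes that the authors called on these same libraries, this adjustment shows no stability. In this balanced design the block leaves the fold changes as they are and changes only the spread they are set against. GI18936, singled out after its values were seen, was called without the block and had a log2 fold change of 5.73 (standard error 0.45, adjusted p = 0.038 from limma, and 0.002 with the block) and changes of 5.06 and 6.41 in replicates 1 and 2.

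**Figure D1:**
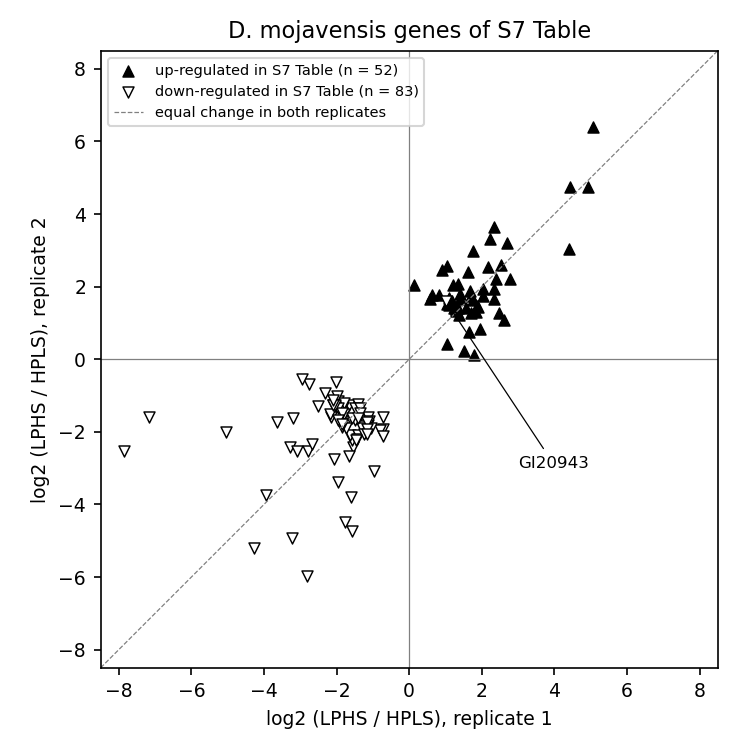
Log2 fold change in LPHS-HPLS of each tested gene of S7 Table in *D*. *mojavensis*, in replicate 1 (x axis) and replicate 2 (y axis), with triangles up for genes that S7 Table lists as up-regulated and triangles down for those listed as down-regulated. Of the 135 genes, 134 lie in the quadrant of their listed direction, and GI20943 lies in the opposite one. GI17572, at -8.98 and -2.43, lies beyond the left edge of the axes.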

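Of the 52 up-regulated genes of S7 Table that were tested, 52 were higher in LPHS than in HPLS in both replicates, with a median log2 fold change of 1.67 and a lowest value of 0.72. Of the 83 down-regulated genes tested, 82 were lower in both replicates, with a median of -1.68 and a lowest value of -5.71. That lowest value is of GI17572, listed at 0 in replicate 1 of LPHS and at 209 to 1558 fragments in the other libraries. It changed by -8.98 and -2.43 in the replicates, with an adjusted p of 0.11 from limma with the block. The fit with the replicate number as a block called 46 of the 52 and 75 of the 83. The gene that changed opposite to its listing was GI20943, an UDP-glucuronosyltransferase. It is among the 75 and was called as higher in LPHS.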

The functional annotation of the differentially expressed genes in *D*. *mojavensis* is presented in Fig 3B. *Drosophila melanogaster* orthologs and functions were found for 95 genes in the Gene Ontology data base. Twenty had orthologs with no functions and 26 had no orthologs (Table 1). In *D*. *mojavensis*, the BP categories present were: “cellular process”, “biological adhesion”, “multicellular organismal process”, “developmental process”, “localization”, “biological regulation”, “cellular component organization or biogenesis”, “metabolic process”, “apoptotic process”, “response to stimulus” and “immune system process”, but “metabolic process” remained the largest term with 56 genes. “Enzyme regulator activity” was the MF term that appeared in addition to those *D*. *arizonae*, but “catalytic activity” for a second time was the more representative with 46 genes (Fig 3B) despite only 85 genes have this kind of terms. Again, fewer genes were assigned a CC term, so for the 33 genes with this kind of annotation the categories were: “membrane”, “organelle”, “cell part”, “synapse”, “macromolecular complex”, “extracellular matrix” and “extracellular region”.

**Fig 3:**
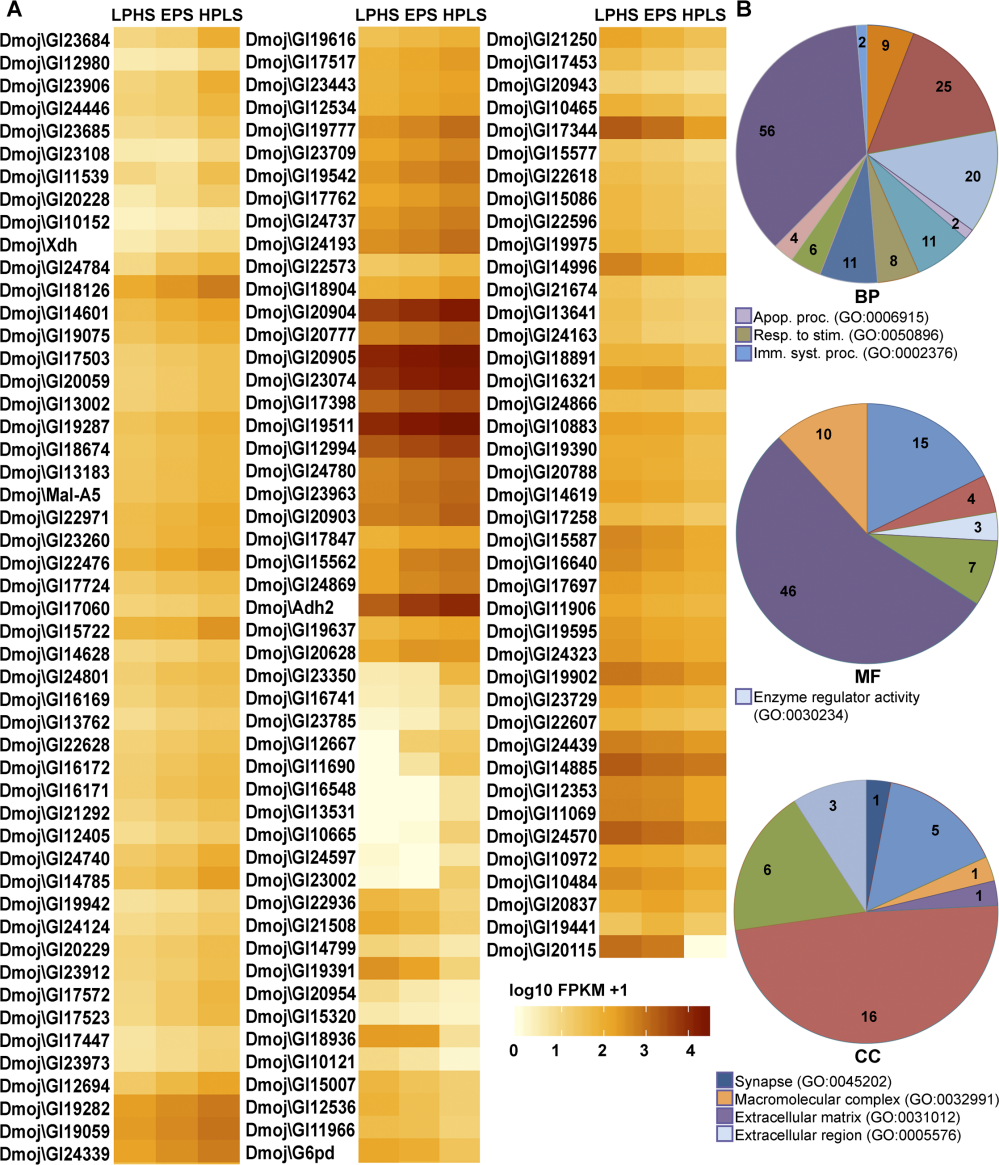
Heat map of all differentially expressed genes of *D*. *mojavensis* and their associated GO terms. A) Heat map of the 141 differentially expressed genes analyzed by TopHat-Cufflinks. Color intensity represents the mean of gene expression of the Cufflinks-determined FPKM values for two replicates in each treatment (FDR<0.05). B) Pie charts of functional annotation of affected genes through diets. Analysis was done using the web tool of Gene Ontology Consortium (http://geneontology.org). BP = biological process, MF = molecular function, CC = cellular components. Color codes are the same as Fig 3 for each chart. Numbers inside the pie charts are the number of genes associated to each term, and genes that belong to more than one term were counted also in those respective categories.

Expression of 26 genes was affected in both species in higher sugar diets, of which seven were up- and 19 down-regulated (red genes in S6 and S7 Tables).

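S4 Table names a *D*. *mojavensis* gene for 59 of the 64 *D*. *arizonae* genes of S6 Table. The name could be joined to an identifier of the deposited table only where the gene is also listed in S7 Table, which leaves 27, of which S6 Table lists 7 as up-regulated and 20 as down-regulated. In the *D*. *mojavensis* libraries all 27 changed in LPHS-HPLS in the direction that S6 Table lists for *D*. *arizonae*, with log2 fold changes between -4.74 and 2.94. Of random lists of the same size matched on mean expression, 95% had between 10 and 20 genes in the listed direction. Because the 27 genes were selected by being in S7 Table, which was drawn from these *D*. *mojavensis* libraries, their direction could hardly have come out otherwise. Of the 27, 25 were differentially expressed in *D*. *mojavensis* with the replicate number as a block, against 1 without it. The other 32 named genes were not tested in *D*. *mojavensis*.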

### Validation of differentially expressed genes

We validated a selection of the differentially expressed genes by RT-qPCRs (Fig 4). We assayed 10 *D*. *arizonae* and 15 *D*. *mojavensis* genes: nine that were shared between extreme diets of both species, *Adh1* and five more solely in *D*. *mojavensis* (Table 2). All genes that were differentially expressed by RNA-Seq in *D*. *arizonae* and *D*. *mojavensis* were confirmed to change in the same direction according to RT-qPCR.

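For *D*. *mojavensis*, the log2 fold change in LPHS-HPLS from the normalized counts was set beside the one from the threshold cycles of the paper's RT-qPCR. All 15 genes changed in the same direction by both methods. With the RT-qPCR of replicate 1 alone it was 14 genes, since GI14996 changed by -0.08 relative to 18S in that replicate, and with replicate 2 alone it was 15. Across the 15 genes, which are not independent replicates, Pearson's r between the methods was 0.91 and Spearman's rho was 0.88. RT-qPCR gave a higher value than the counts for 3 of the 15 genes. The *D*. *arizonae* genes assayed could not be matched to the deposited table, because its identifiers likely number other gene models than those of the paper. The paper states that the genes it called by RNA-Seq changed in the same direction by RT-qPCR in both species.

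**Figure D2:**
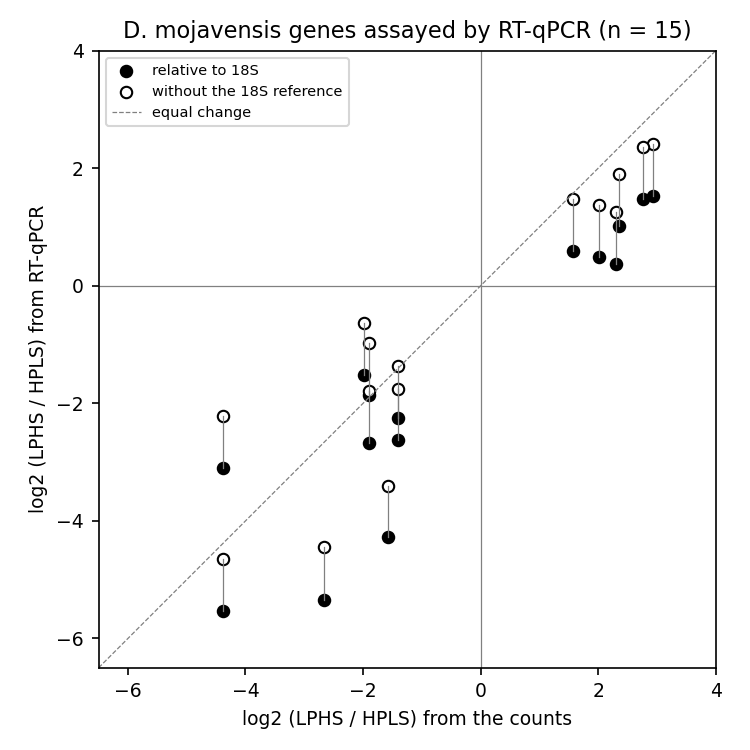
Log2 fold change in LPHS-HPLS of the 15 assayed *D*. *mojavensis* genes, from the counts (x axis) and from the paper's RT-qPCR (y axis), relative to 18S (filled) and without the 18S reference (open). All filled points lie in the lower left or the upper right quadrant.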

**Fig 4:**
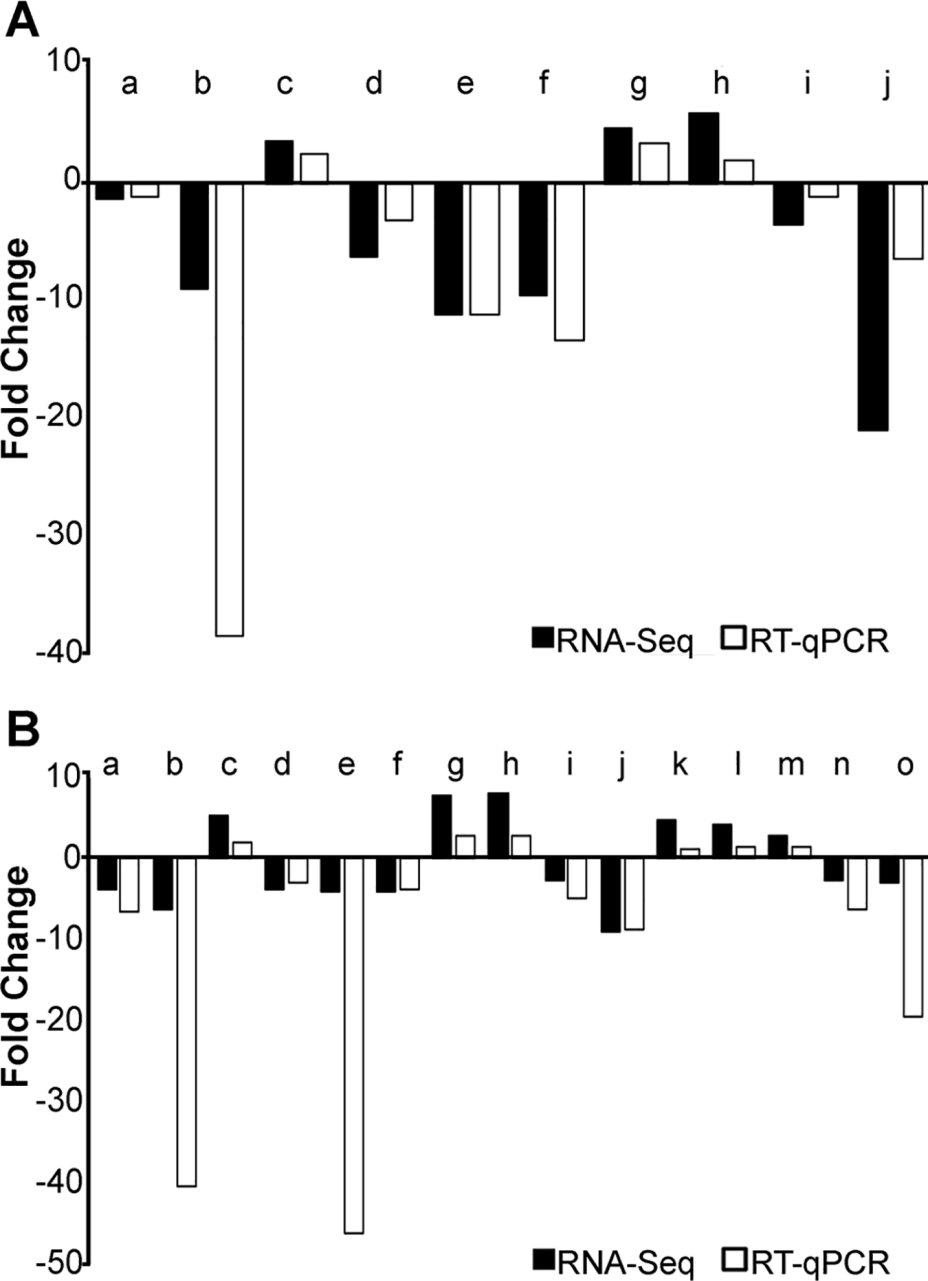
Validation of differentially expressed genes by RT-qPCR. A) Differentially expressed genes between more extreme diets (LPHS-HPLS) of *Drosophila arizonae*, using 18S transcript as internal control. Genes are: a = XLOC_001916 (*Adh1*), b = XLOC_001917 (*Adh2*), c = XLOC_007196 (*G6pd*), d = XLOC_012803, e = XLOC_008841, f = XLOC_000655, g = XLOC_011578, h = XLOC_000511, i = XLOC_008657, j = XLOC_005117. B) Differentially expressed genes between more extreme diets (HPLS-LPHS) of *Drosophila mojavensis*, using 18S transcript as internal control. Genes are: a = *Adh1*, b = *Adh2*, c = *G6pd*, d = *Xdh*, e = GI11539, f = GI15562, g = GI20954, h = GI21508, i = GI23443, j = GI23906, k = GI14996, l = GI15007, m = GI19975, n = GI20777, o = GI23074.

**Table 2:** Genes validated by RT-qPCR. Nine genes were differentially expressed by RNASeq and *Adh1* was used for comparison with *Adh2*.

*Shared genes assayed in both species*		*Genes assayed only in D*. *mojavensis*	
*D*. *arizonae* gene ID	*D*. *mojavensis* gene ID		
XLOC_001916	Adh1	GI14996	
XLOC_001917	Adh2	GI15007	
XLOC_007196	G6pd	GI19975	
XLOC_012803	Xdh	GI20777	
XLOC_008841	GI11539	GI23074	
XLOC_000655	GI15562		
XLOC_011578	GI20954		
XLOC_000511	GI21508		
XLOC_008657	GI23443		
XLOC_005117	GI23906		

In addition, based upon primers designed to differentiate the paralogs *Adh1* and *Adh2* (“a” and “b” in Fig 4A and 4B), we determined that *Adh2* but not *Adh1*, was the differentially expressed paralog. Furthermore, RT-qPCR confirmed that of all the differentially expressed genes assayed, *Adh2* had one of the greatest fold changes in the HPS-LPS comparison in both species. 

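In the *D*. *mojavensis* libraries both paralogs were lower in LPHS than in HPLS. *Adh2* had a normalized count of 5.091e+04 ± 1.148e+04 (SD, n = 2) in HPLS, 2.841e+04 ± 1.203e+04 in EPS and 8349 ± 3861 in LPHS. Its log2 fold change in LPHS-HPLS was -2.67 (standard error 0.42, adjusted p = 0.17 from limma, and 0.0072 with the replicate number as a block). *Adh1* had a normalized count of 1.04e+04 ± 1673 in HPLS, 5564 ± 1461 in EPS and 2849 ± 930.8 in LPHS. Its log2 fold change was -1.90 (standard error 0.30, adjusted p = 0.17 from limma, and 0.0076 with the block), with changes of -2.40 and -1.39 in replicates 1 and 2. From the paper's RT-qPCR the changes of *Adh1* in these replicates were -1.95 and -3.40. With each HPLS or LPHS library left out in turn, the log2 fold change of *Adh1* in the counts stayed between -2.24 and -1.56. In *D*. *mojavensis* 100.0% of the values were whole multiples of the step, so there is no sign that read pairs were divided between the paralogs, but how pairs that match both were counted is not known.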

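The log2 fold change of *Adh2* in *D*. *mojavensis* from the paper's RT-qPCR was -5.34, against -1.95 and -3.39 from the counts of replicates 1 and 2. GI23074 changed by -4.28 in RT-qPCR and by -1.57 in the counts (standard error 0.18, adjusted p = 0.1 from limma, and 0.0035 with the replicate number as a block). GI11539 changed by -5.53 in RT-qPCR. In both methods its replicates were far apart, with -9.10 and -1.96 in RT-qPCR and -7.18 and -1.60 in the counts. GI15562 differed less between the methods in its mean, with -1.85 in RT-qPCR and -1.90 in the counts. By replicate it was -2.32 and -1.39 in RT-qPCR and -1.58 and -2.21 in the counts. Without the 18S reference its RT-qPCR mean was -0.97.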

Some transcripts were more sensitive to RT-qPCR, such as *Adh2* in both species (“b” in Fig 4A and 4B), or GI11539 and GI23074 in *D*. *mojavensis* (“e” and “o” in Fig 4B). On the other hand, XLOC_005117 (“j” in Fig 4A) in *D*. *arizonae* was less sensitive. 

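The threshold cycle of the 18S reference was itself lower in LPHS than in HPLS. Expressed as a log2 change, 18S was higher in LPHS by 1.14 and 0.63 in replicates 1 and 2 of *D*. *mojavensis*, and by 0.35 and 1.32 in *D*. *arizonae*, values computed from the cycles that the paper reports. In the *D*. *mojavensis* libraries, which were made from poly(A) RNA, the gene annotated as 18S rRNA had a log2 fold change of -1.45 (standard error 0.67, adjusted p = 0.52 from limma, and 0.06 with the replicate number as a block). The mean absolute difference between RT-qPCR and counts over the 15 *D*. *mojavensis* genes was 1.31 on the log2 scale relative to 18S, and 0.798 when the target's cycle was used without 18S.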

Sensitivity can reflect the internal control used for RT-qPCR (18S gene), but despite these subtle qPCR sensitivity differences, all differentially expressed genes in the RNA-Seq were confirmed by RT-qPCR.

## Discussion

As we predicted based upon the effects of the diets on the long-term development and metabolism of the three species [10] the greatest changes in gene expression were observed in *D*. *mojavensis* followed by *D*. *arizonae*. 

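The libraries of the 3 species differed in their spread between replicates. The common biological coefficient of variation, estimated by edgeR with the diets alone in the model, was 0.36 in *D*. *melanogaster*, 0.30 in *D*. *arizonae* and 0.238 in *D*. *mojavensis*. With the replicate number as a block it was 0.201, 0.17 and 0.128. In simulated libraries with the means, depths and replicate differences of the real ones, log2 changes of 2 were put into 200 genes. The fit without the block recovered 0% of those tested in *D*. *melanogaster*, 48.5% in *D*. *arizonae* and 70.1% in *D*. *mojavensis*, and with the block 88.5%, 93.4% and 98.0%. In the real *D*. *melanogaster* libraries, where the changes of 135 genes of S7 Table were added to random genes in 20 draws, recovery with the block was lower, with a median of 27 genes (20%, from 15 to 36). The added changes carry the differences between the *D*. *mojavensis* replicates, so this recovery does not measure the *D*. *melanogaster* spread alone. A difference between species in the response to diet was not tested. The paper states that *D*. *mojavensis* changed most, followed by *D*. *arizonae*, and relates this order to the long-term effects of the diets on development and metabolism.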

While both species are adapted to low carbohydrate cactus resources, *D*. *arizonae* is also associated with rotting domestic fruits, like *D*. *melanogaster*, and thus is better adapted than *D*. *mojavensis* to deal with excess sugar in their diet. It was no surprise, therefore, that fewer expression changes appeared in *D*. *arizonae* compared to *D*. *mojavensis* when dietary sugar was increased. Thus *D*. *arizonae* can be considered somewhat intermediate between the Thrifty Genotype of *D*. *mojavensis*, and the genotype of *D*. *melanogaster*, which as a fruit breeder, is better adapted to a “Western Diet”.

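The genes of S7 Table were also followed as a list in *D*. *melanogaster*. S4 Table gives *D*. *melanogaster* orthologs for most of them, and 104 ortholog genes were tested. Signed by the direction listed for *D*. *mojavensis*, their mean log2 fold change in LPHS-HPLS was 0.148 in *D*. *melanogaster*, and 64 of the 104 changed in the listed direction. The means of replicates 1 and 2 were 0.283 and 0.012. Without *Lsp1beta*, which is listed at 0 in replicate 2 of HPLS, the mean over 103 genes was 0.241, and 0.286 and 0.196 in the replicates, a setting chosen after seeing the data. The mean lay above those of 10000 random lists of the same size matched on expression, 95% of which lay between -0.164 and 0.042. A rotation test of the list against the spread between libraries (fry of limma, two-sided) gave a p of 0.112, and of 0.0398 with the replicate number as a block. Adjusted over the 3 lists tested, these were 0.168 and 0.0837. With camera, another test of gene lists, the p was 0.00224, and 0.00341 adjusted over 2 lists. Camera was run with its small preset correlation between genes, not with one estimated from these libraries. These are model-based tests, since 2 replicates per diet are too few for an exact one. Within this list of 104, 0 genes had an adjusted p of at most 0.05 without the block and 11 with it, when adjusted over the list alone.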

For *D*. *melanogaster*, 24 hours of feeding by third instar larvae produced no significant changes in gene expression. This was somewhat surprising given that increased metabolic pools of triglycerides and glycogen were observed in adult flies having been reared as larvae on higher sugar diets [9]. On the other hand, the 24 hours exposure here could either have been insufficient to significantly perturb gene expression or the developmental stage tested was not the most sensitive to these diets. Many genes that were affected in high sugar diets and detected by microarray analysis [15,16] were not affected in our study in *D*. *melanogaster*, likely because the proportion of sugar in these earlier studies was higher and in more accessible forms. 

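The *D*. *melanogaster* orthologs of genes named in the paper were tested one by one in LPHS-HPLS, and none was differentially expressed. *Hex-C* had a log2 fold change of 1.05 (standard error 1.16, adjusted p = 1 from limma, and 0.79 with the replicate number as a block), with opposite signs in the replicates, -0.33 and 2.43. *Thor* changed by -0.44 (standard error 0.61), again with opposite signs, 0.24 and -1.11. *Sardh* was lower in LPHS, by -1.45 and -1.57 in replicates 1 and 2, with an adjusted p of 0.11 with the block. CG9743 changed by 1.37 (standard error 0.50) and was higher in LPHS in both replicates, with an adjusted p of 0.35 with the block.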

Zinke *et al*. [15] exposed larvae to filter paper saturated with a 20% sucrose solution and Musselman *et al*. [16] used a 1M sugar concentration.

On the other hand, the two cactus breeders *D*. *arizonae* and *D*. *mojavensis*, less accustomed to sugar than the fruit-breeding *D*. *melanogaster*, showed large perturbations in expression, especially between the most extreme two diets (60 and 136 genes respectively). The majority of differentially expressed genes in *D*. *arizonae* and *D*. *mojavensis* belonged to the BP-GO term “metabolic process” and the MF-GO term “catalytic activity” and we therefore focus our discussion on this set of genes. First we will discuss those changes common to both species as these likely reflect more conserved metabolic responses in general. While we focus our discussion on particular sets of genes, the particular metabolic pathways (KEGG) in which these differentially expressed genes participate can be visualized suing the hyperlink associated with each pathway listed in our supplementary materials (S8 Table)

### Genes that changed expression in *D*. *arizonae* and *D*. *mojavensis*

#### Carbohydrate metabolism

Three of the 26 genes upregulated in both species in higher sugar diets are related to carbohydrate metabolism (Table 3). Two of these overexpressed genes, an UDP-glucuronosyltransferase or UGT (XLOC_011578 and GI20954) and Trehalose 6-phosphate phosphatase or T6PP (XLOC_002105 and GI23729) belong to the “Starch and sucrose metabolism” (dmo00500, KEGG pathway). 

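T6PP (GI23729) had a normalized count in *D*. *mojavensis* of 357.8 ± 45.4 (SD, n = 2) in HPLS, 536.5 ± 136.4 in EPS and 1054 ± 270.4 in LPHS. Its log2 fold change in LPHS-HPLS was 1.54 (standard error 0.27, adjusted p = 0.17 from limma, and 0.0035 with the replicate number as a block). The UGT GI20954 had lower counts, 12.1 ± 5.43 in HPLS, 29.3 ± 2.98 in EPS and 84.5 ± 9.01 in LPHS, and 8 fragments in its lowest library. It changed by 2.77 (standard error 0.36, adjusted p = 0.12 from limma, and 0.0072 with the block), by 2.22 in replicate 1 and 3.31 in replicate 2.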

CG17323, the *D*. *melanogaster* ortholog of this UGT is expressed in the fat body and was overexpressed in high sugar diets in *D*. *melanogaster* [15]. T6PP is required to form trehalose by Trehalose 6-phosphate [17]. Trehalose, the principal disaccharide present in hemolymph, is synthesized before glycogen in many insects [18]. Elevated levels of trehalose occur in flies fed on high sugar diets [16]. The other gene upregulated in high sugar encodes G6pd (XLOC_007196 and Dmoj\G6pd, a key enzyme in the “pentose phosphate pathway” (dmo00030, KEGG pathway) (S8 Table), required to generate NADPH for lipid biosynthesis [19]. G6pd also was up-regulated in *D*. *melanogaster* fed high sugar diets in Zinke *et al*. [15]. This upregulation of these three genes seems to be a highly conserved response to high sugar in *Drosophila*.

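The *D*. *melanogaster* orthologs of T6PP and UGT had wider spreads between replicates. CG5171, the ortholog of T6PP, had a log2 fold change in LPHS-HPLS of 1.68 (standard error 0.94), and it was 3.10 in replicate 1 and 0.26 in replicate 2. *Ugt36D1*, the *D*. *melanogaster* ortholog that the paper names as CG17323, changed by -0.06 (standard error 0.93), with 1.03 and -1.15 in the replicates. Their adjusted p values from limma were 1 without the block and 0.69 and 0.99 with the replicate number as a block.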

**Table 3:** Expression changes of shared genes that were differentially expressed in *D*. *arizonae* and *D*. *mojavensis* in LPHS-HPLS.

*D*. *arizonae* (Gene ID)	*D*. *mojavensis* (Gene symbol)	Enzyme/protein*	*D*. *arizonae* Log_2_FC	*D*. *mojavensis* Log_2_FC
Carbohydrate metabolism				
*XLOC_002105*	*Dmoj\GI23729*	T6PP	2.3	1.6
*XLOC_011578*	*Dmoj\GI20954*	UGT	2.2	2.8
*XLOC_007196*	*Dmoj\G6pd*	G6PD	1.8	2.4
Lipid metabolism				
*XLOC_000511*	*Dmoj\GI21508*	ETNPPL	2.6	3.0
*XLOC_005332*	*Dmoj\GI24124*	Carboxilesterase	-1.5	-1.7
*XLOC_001917*	*Dmoj\Adh2*	ADH	-3.2	-2.6
Development and growth				
*XLOC_011069*	*Dmoj\GI15007*	d4E-BP	1.4	2.0
*XLOC_012803*	*Dmoj\Xdh*	XDH	-2.6	-1.9
*XLOC_008841*	*Dmoj\GI11539*	Fbp1	-3.5	-2.0
Amino acid synthesis and utilization				
*XLOC_008657*	*Dmoj\GI23443*	AMT	-1.8	-1.4
*XLOC_002100*	*Dmoj\GI23785*	SARDH	-5.1	-4.0
Retinol metabolism				
*XLOC_011578*	*Dmoj\GI20954*	UGT	2.2	2.8
*XLOC_001917*	*Dmoj\Adh2*	ADH	-3.2	-2.6

*T6PP = trehalose 6-phosphate phosphatase, UGT = UDP-glucuronosyltransferase, G6PD = Glucose 6-phosphate dehydrogenase, ETNPPL = Ethanolamine-phosphate phospholyase, ADH = Alcohol dehydrogenase, d4E-BP = Eukaryotic translation initiation factor 4E binding protein, XDH = Xantine dehydrogenase, AMT = Aminomethyltransferase, SARDH = Sarcosine dehydrogenase.

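For the 11 *D*. *mojavensis* genes of Table 3 the log2 fold changes in LPHS-HPLS were computed from the normalized counts. All 11 had the sign given in Table 3, and SARDH (GI23785) had the lowest adjusted p. Its normalized count was 168.3 ± 2.73 (SD, n = 2) in HPLS, 31.2 ± 9.95 in EPS and 10.8 ± 1.33 in LPHS, a log2 fold change of -3.85 (standard error 0.30, adjusted p = 0.038 from limma, and 0.0023 with the replicate number as a block). AMT (GI23443) changed by -1.41 (standard error 0.25, adjusted p = 0.17 from limma, and 0.0035 with the block). With each HPLS or LPHS library left out in turn, the changes of these genes stayed between -3.96 and -3.73 and between -1.62 and -1.20.

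**Figure D3:**
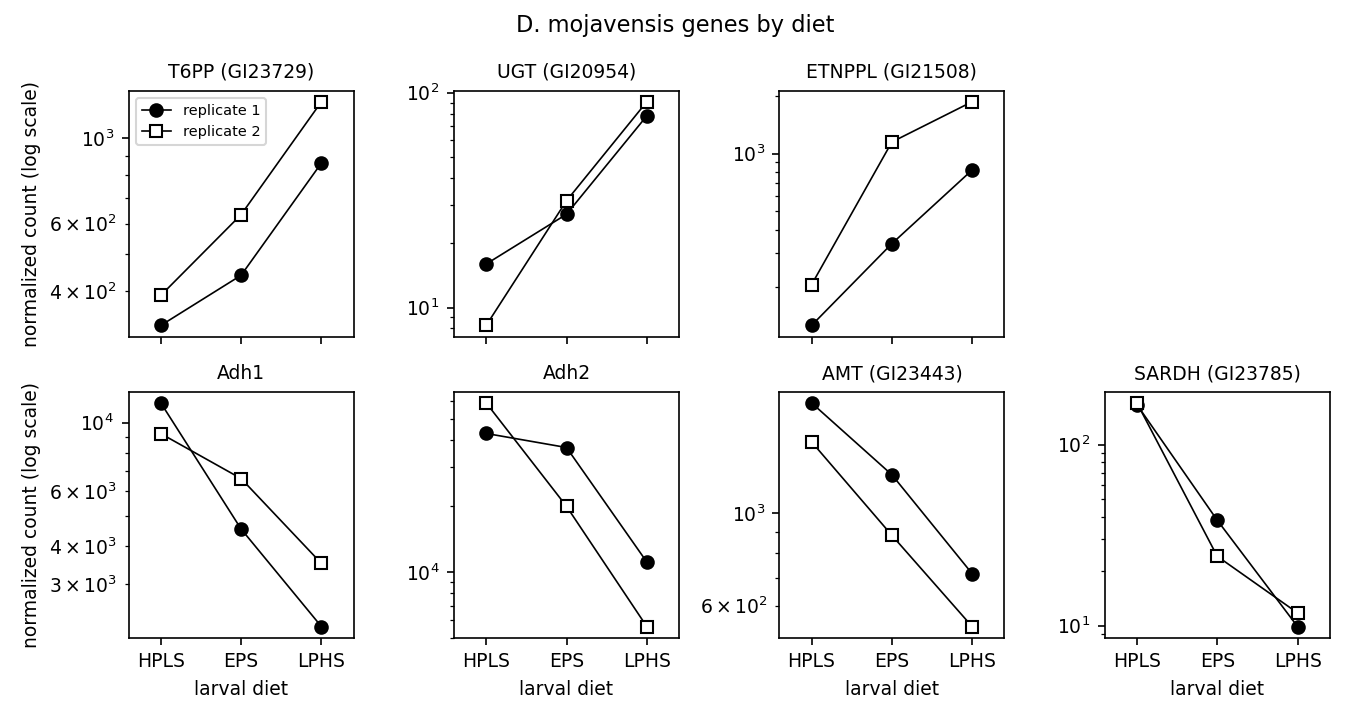
Normalized counts (log axis) of 7 *D*. *mojavensis* genes by larval diet, with a line for each of the 2 replicates. In both replicates the 3 genes of the upper row rise from HPLS to LPHS and the 4 genes of the lower row fall.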

#### Lipid metabolism

Another three genes common to both species are involved in lipid metabolism (Table 3). ADH is known to control the flux from ethanol to lipids, specifically triglycerides in *Drosophila* larvae [20], and is especially sensitive to sugar concentrations [21]. In *D*. *mojavensis* and *D*. *arizonae* the ADH gene is duplicated, with *Adh1* and *Adh2* being differentially expressed during development. Expression of *Adh1* begins in the embryo and early larval stages, but disappears in adults except in the ovaries. *Adh2* appears during late third instar larvae and continues in the adult [22]. While diet had no effect on the expression of *Adh1*, at the time *Adh2* begins to be expressed, it was down-regulated by high sugar diet (XLOC_001917 and GI17643). *Adh2* thus is likely involved in different functions from *Adh1*, since their expression profiles were not affected in the same way. An Ethanolamine phosphate phospholyase (XLOC_000511 and GI2150), known to be involved in *Drosophila* lipid droplet storage [23] was up-regulated, while an ortholog of *α-Est2* (XLOC_005332 and GI24124), also involved in lipid droplet storage in fat body [24] as down-regulated as well.

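ETNPPL (GI21508) had a normalized count in *D*. *mojavensis* of 165.4 ± 56.4 (SD, n = 2) in HPLS, 744.8 ± 576.3 in EPS and 1349 ± 744.8 in LPHS. Its log2 fold change in LPHS-HPLS was 2.94 (standard error 0.64, adjusted p = 0.26 from limma, and 0.0025 with the replicate number as a block), and 2.70 and 3.19 in the replicates. GI24124 changed by -1.55 (standard error 0.57, adjusted p = 0.43 from limma, and 0.014 with the block). CG8745, the *D*. *melanogaster* ortholog of ETNPPL, changed by -0.12 (standard error 0.69) and *α-Est2* by 0.15 (standard error 0.49), and both had opposite signs in the replicates.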

#### Development and growth genes

Two genes down-regulated in both species in response to the LPHS diet are connected to the action of juvenile hormone (JH) and ecdysone. Down-regulation of XDH (XLOC_012803 and Dmoj\Xdh) was also reported in *D*. *melanogaster* under high sugar conditions [15]. 

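*Xdh* in *D*. *mojavensis* had a normalized count of 265.8 ± 17.1 (SD, n = 2) in HPLS, 151.4 ± 82.6 in EPS and 70.6 ± 33.4 in LPHS. The log2 fold change in LPHS-HPLS was -1.98 (standard error 0.46, adjusted p = 0.27 from limma, and 0.0094 with the replicate number as a block). *ry*, its *D*. *melanogaster* ortholog, changed by -0.54 (standard error 0.22, adjusted p = 1 from limma, and 0.58 with the block), with -0.34 and -0.73 in replicates 1 and 2.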

XDH, encoded by *rosy* in *D*. *melanogaster*, functions in purine metabolism, converting xanthine to uric acid. Interestingly, *rosy* mutants are insensitive to JH, suggesting a connection between this gene and delayed growth and development [25]. 

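GI11539, the *D*. *mojavensis* ortholog of *Fbp1*, varied most between replicates among the genes of Table 3. Its normalized count was 532.9 and 1487 in the HPLS replicates, 16.1 and 266.9 in EPS, and 2.69 and 488.3 in LPHS, where the lower value comes from 3 fragments. The log2 fold change in LPHS-HPLS was -4.39 (standard error 2.30, adjusted p = 0.58 from limma, and 0.057 with the replicate number as a block). With each HPLS or LPHS library left out in turn it ranged from -7.91 to -0.86. *Fbp1* itself changed in *D*. *melanogaster* by 0.27 in replicate 1 and -3.40 in replicate 2.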

The *D*. *melanogaster* ortholog, *fbp1*, of the second down-regulated gene, GI11539 and XLOC_008841 is preferentially expressed in fat body [26] and is a direct target of the ecdysone receptor, possibly mediating ecdysone effects [27].

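GI14996 and GI15007, the *D*. *mojavensis* orthologs of *Thor*, were higher in LPHS in both replicates. GI14996 had a normalized count of 171.7 ± 73.8 (SD, n = 2) in HPLS and 836 ± 283.6 in LPHS, a log2 fold change of 2.30 (standard error 0.45, adjusted p = 0.21 from limma, and 0.0017 with the replicate number as a block). GI15007 had 21.2 ± 3.78 and 89.0 ± 19.2 normalized counts in these diets, a log2 fold change of 2.01 (standard error 0.33, adjusted p = 0.17 from limma, and 0.013 with the block). The genes are paralogs, and how the authors' counting treated read pairs that match both is not known.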

Up-regulated in both species in response to the LPHS diet were the orthologs of *Thor*: the genes that encode d4E-BPs in *D*. *mojavensis* (GI14996 and GI15007) and *D*. *arizonae* (XLOC_011069). *Thor* acts in the insulin pathway, sensing nutrient availability and regulating growth by inhibiting translation [28] and also was up regulated in *D*. *melanogaster* exposed to high sugar [15].

An intriguing connection thus appears to exist between development and growth that involves JH, ecdysone and the insulin pathway. JH impairment is suggested to affect the repression of ecdysone, slowing growth though changes in the insulin pathway [29]. ADH and UGT (down- and up-regulated respectively) while related to retinol metabolism (dmo00830, KEGG pathway) (S8 Table) are also related to ecdysone secretion, mediating retardation of pupation in larva of *Drosophila* that irradiated with X-rays [30]. Disruption of this JH-Ecdysone relationship in the low protein-high sugar diet could explain why *D*. *mojavensis* larvae remained in the LPHS food for a long period but failed to pupate [10]. Delayed development also has been linked to dietary changes in another cactophilic species, *D*. *buzzatii* [31], although it remains to be explored if there are any underpinnings common to our study.

#### Genes that change only in D. mojavensis

Even following only 24 hours of exposure to the LPHS diet, large number of expression changes occurred in *D*. *mojavensis*. Given the natural history of this species and its poor performance on the LPHS diet [10], a larger effect at the transcriptional level is not surprising, especially for genes involving processes such as apoptosis. A large number of expression changes clearly are related to metabolic stress in key pathways. Carbohydrate metabolism genes, for example, appear particularly sensitive to the LPHS diet. For example, three additional UGTs (GI17523, GI20943, and GI22628) in the “starch and sucrose metabolism” category (dmo00500, KEGG pathway) (S8 Table) were down-regulated (S7 Table), as were alpha-glucosidase (Mal-A5 or GI18697) [32] and an Hexokinase (GI19942). 

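GI17523 had a normalized count in *D*. *mojavensis* of 637.6 ± 359.1 (SD, n = 2) in HPLS and 97.8 ± 44.5 in LPHS, a log2 fold change of -2.65 (standard error 0.55, adjusted p = 0.24 from limma, and 0.0012 with the replicate number as a block). GI22628 changed by -1.58 (standard error 0.27, adjusted p = 0.17 from limma, and 0.0057 with the block). GI20943 was higher in LPHS, with a normalized count of 65.9 ± 1.24 in HPLS, 109.4 ± 38.3 in EPS and 167.1 ± 44.7 in LPHS. Its log2 fold change was 1.3 (standard error 0.31, adjusted p = 0.27 from limma, and 0.020 with the block), and 1.01 and 1.60 in the replicates. With each HPLS or LPHS library left out in turn it lay between 1.03 and 1.58. With RLE scaling it was 1.31, and with libraries thinned to the same size it was 1.38. *Mal-A5* changed by -1.49 (standard error 0.31, adjusted p = 0.26 from limma, and 0.024 with the block). The Hexokinase GI19942 changed by -1.82 (standard error 0.71, adjusted p = 0.45 from limma, and 0.010 with the block). How read pairs that match more than 1 of the UGT paralogs were counted is not known.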

*Hex-C* (ortholog of GI19942) is a key regulator of glycolysis, and was also down-regulated in higher sugar diets in *D*. *melanogaster* [16], but there are other Hexokinases that can supply its function [33,16]. Furthermore, 6-phosphogluconate dehydrogenase (GI11069), another enzyme of the pentose phosphate pathway was up-regulated.

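GI11069 had a normalized count of 1983 ± 516.3 (SD, n = 2) in HPLS, 4532 ± 1281 in EPS and 5552 ± 1007 in LPHS. The log2 fold change in LPHS-HPLS was 1.50 (standard error 0.29, adjusted p = 0.19 from limma, and 0.0025 with the replicate number as a block), with 1.58 and 1.42 in the replicates. In EPS-HPLS it was 1.19, with an adjusted p of 0.027 with the block.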

Differential regulation of lipid metabolic genes was also observed in *D*. *mojavensis*. These changes involved a 3,2-trans-enoyl-CoA isomerase (GI17724), an acyl-CoA dehydrogenase or ACAD (GI19075), two stearoyl-CoA desaturases or SCDs (GI10484 and GI24323), a wax ester synthase/diacylglycerol o-acyltransferase (GI17060) and a fatty acid hydroxylase (GI14601). 

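GI17724 and GI19075 were lower in LPHS than in HPLS in both replicates, with log2 fold changes of -1.35 (standard error 0.28) and -1.65 (standard error 0.33). GI17060 and GI14601 were lower too, by -1.32 (standard error 0.23) and -2.17 (standard error 0.56). GI24323 was higher by 1.33 (standard error 0.18). GI10484 was higher by 1.86 (standard error 0.73), with 2.62 and 1.09 in the replicates. The adjusted p values of these 6 genes from limma lay between 0.12 and 0.46. With the replicate number as a block they lay between 0.0035 for GI24323 and 0.020 for GI10484.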

Similar mis-regulation of an ACAD and one SCD (CG9743, the ortholog of GI24323) was also reported in flies with insulin resistance in *Drosophila melanogaster* [16]. Importantly, GI19975, the ortholog of *sug* was over-expressed in the higher sugar diets used here as well as in the Zinke et al [15] in *D*. *melanogaster*. *sug* encodes a zinc finger transcription factor that negatively regulates a set of enzymes involved in fat catabolism [15]. 

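The normalized count of GI19975 in *D*. *mojavensis* was 194.9 ± 24.9 (SD, n = 2) in HPLS, 373.1 ± 64.7 in EPS and 584.1 ± 84.0 in LPHS. The log2 fold change in LPHS-HPLS was 1.58 (standard error 0.21, adjusted p = 0.12 from limma, and 0.0061 with the replicate number as a block). In the *D*. *melanogaster* libraries *sug* changed by 1.00 (standard error 0.34, adjusted p = 1 from limma, and 0.43 with the block), by 0.49 in replicate 1 and 1.50 in replicate 2.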

Gamma-butyrobetaine dioxygenase (GI19441), which is required for synthesis of carnitine [34] was also up-regulated. 

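GI19441 had normalized counts of 20.9 and 339.4 in the HPLS replicates, 39.9 and 1140 in EPS, and 61.9 and 400.7 in LPHS. The replicates thus differed more than the diets. Its change in LPHS-HPLS was 0.88 on the log2 scale (standard error 1.89, adjusted p = 0.93 from limma, and 0.28 with the replicate number as a block). Within the replicates it was 1.52 and 0.24. With each HPLS or LPHS library left out in turn it ranged from -1.10 to 2.86. Leaving out a single library breaks the pairing by replicate number, so the difference between replicates enters this range.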

Carnitine has been reported to neutralize the deleterious effect of excess of glucose, in addition to its basic function of promoting beta-oxidation [35, 36] and is associated with prevention of obesity [37]. 

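GI17847, the *D*. *mojavensis* ortholog of *Mtp*, had a normalized count of 4121 ± 1814 (SD, n = 2) in HPLS, 3583 ± 619.5 in EPS and 1588 ± 213.6 in LPHS. The log2 fold change in LPHS-HPLS was -1.31 (standard error 0.32, adjusted p = 0.29 from limma, and 0.030 with the replicate number as a block), with -0.71 and -1.91 in the replicates. *Mtp* had a normalized count of 2410 ± 11.4 in HPLS and 2710 ± 3.68 in LPHS in *D*. *melanogaster*, a log2 fold change of 0.17 (standard error 0.26, adjusted p = 1 from limma, and 0.92 with the block). The difference between the species was not tested.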

Also, modification of lipid mobilization is implied because *mtp*, the ortholog of GI17847, is required for the formation of apoB-family lipoproteins (Lpp and LTC) in *Drosophila* [38,39].

The observed changes in expression of lipid metabolism genes in *D*. *mojavensis* suggest regulating the metabolism of fats in two ways. On one hand, catabolism of fats can be slowed by down-regulation of GI17724 and GI19075, and up-regulation of the *sug* ortholog. At the same time, however, their synthesis may be promoted by up-regulation of GI10484 and GI24323.

In summary, many genes that changed expression in the LPHS diet in *D*. *arizonae* and *D*. *mojavensis*, belong to the same functional categories. A number of these genes were also affected in *D*. *melanogaster* in previous studies in which flies were exposed to high sugar [15, 16]. Thus many genes involved in metabolic response to high sugar diets are common to all three species, with those species less adapted to dietary sugar, *D*. *arizonae* and especially *D*. *mojavensis*, being more sensitive. 

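The genes of S6 Table were followed as a list in *D*. *melanogaster* in the same way as those of S7 Table. Of their *D*. *melanogaster* orthologs 42 were tested, and signed by the direction listed for *D*. *arizonae* their mean log2 fold change in LPHS-HPLS was 0.297 in *D*. *melanogaster*. The means of replicates 1 and 2 were 0.228 and 0.366, and 24 of the 42 genes changed in the listed direction. The rotation test of limma gave a p of 0.0821, and of 0.0558 with the replicate number as a block, and neither passed 0.05 after adjustment over the lists, while camera gave a p of 0.00341. With 10000 random lists matched on expression, 95% of the means lay between -0.318 and 0.084. As 27 of the 64 genes of S6 Table are also in S7 Table, the lists share orthologs. The results of the lists are therefore not independent. From the functional categories shared by *D*. *arizonae* and *D*. *mojavensis*, and from genes affected in *D*. *melanogaster* in earlier studies, the paper concludes that many genes of the response are common to the 3 species.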

The growth delays in *D*. *arizonae* and *D*. *mojavensis* [10] likely are mediated by the insulin pathway mis-regulation of JH and ecdysone. Observed metabolic changes in *D*. *mojavensis* (down-regulation of glycolysis and up-regulation of pentose phosphate pathway, fatty acid and trehalose synthesis) are related to the development of insulin resistance [16]. Although the number of genes affected in each category differ somewhat between *D*. *arizonae* and *D*. *mojavensis*, a core set of alterations potentially control flux in the relevant biochemical pathways [40].

Our experiments, taken with previous results, suggest the existence of core genes to the different diets, but with different sensitivities to dietary perturbations depending upon the conditions of exposure. The situation is not unlike what we might expect from humans of different genetic backgrounds. Future steps could examine the regulatory aspects of these core genes, either by differences in their regulatory sequences or by noncoding RNAs. The genes could also vary in their coding sequence in ways that influence their metabolic efficiencies. Metabolic responses to diets in humans are clearly complex and thus likely controlled by multiple genes and multiple mechanisms regulating the function of those genes. These flies thus appear to present appealing models to examine the roles of various response mechanisms to diets differing in quality.

The value of the conservation of metabolic functions and molecular pathways between flies and humans has been recognized for some time [41]. Here we show that the evolutionary differences among *Drosophila* species appear to mimic the differences among human populations adapted to Western or indigenous or ancient diets based on the Thrifty Genotype. When there is a mismatch between the diet and the genotype, the genes that change expression in flies are involved with the same metabolic pathways that underlie response to excess sugar in humans. The contrasting genotypes of *Drosophila* species adapted to different natural diets can be harnessed to enhance the value of flies to studies of human metabolism and disease.

## Supporting information

S1 Table Composition of the artificial diets. 

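S1 Table gives the ingredients of the diets. They differ in sucrose and yeast, while each holds 9 g of cornmeal and 1 g of agar. Its protein to sugar index is 0.43 for HPLS, 0.20 for EPS and 0.10 for LPHS, so that yeast falls as sucrose rises and the effects of sugar and protein cannot be separated in these libraries.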

(DOCX) Click here for additional data file.

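S2 Table gives the read pairs of each library and how many left and right reads were mapped. The fragments summed over the genes of the deposited tables came to 99.4 to 101.7% of the mapped left reads in *D*. *arizonae*. In *D*. *melanogaster* they came to 98.3 to 100.2% in 5 libraries and to 85.4% in replicate 2 of HPLS. In *D*. *mojavensis* they came to between 61 and 65.0% in 5 libraries and to 41.7% in replicate 2 of LPHS. The paper's reported values for this last library, 18956811 read pairs and 17437037 mapped left reads, are the same as those it reports for replicate 2 of LPHS in *D*. *melanogaster*.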

S2 Table Sequencing statistics for PE-reads samples of the three species raised on HPLS, EPS, and LPHS. (DOCX) Click here for additional data file.

S3 Table Spearman’s correlation coefficient between replicates. Coefficients were calculated using R with raw counts from cuffdiff outputs.
(DOCX) Click here for additional data file.

S4 Table List of Gene IDs of *D*. *arizonae*, *D*. *mojavensis* and orthologs for pathway enrichment analysis. 

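S4 Table pairs the differentially expressed genes with orthologs. It names a *D*. *melanogaster* ortholog for 44 of the 64 genes of *D*. *arizonae* and for 115 of the 141 genes of *D*. *mojavensis*. Of these, 43 and 113 were found in the deposited table of *D*. *melanogaster*. Several genes can share an ortholog, and the 113 correspond to 108 different *D*. *melanogaster* genes.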

Excel file that contains the list of flybase gene IDs, gene symbol, KEGG IDs of Differentially Expressed Genes of *D*. *arizonae* and *D*. *mojavensis*, and the same data for the orthologs of *D*. *melanogaster* to execute the pathway enrichment analysis.
(XLSX) Click here for additional data file.

S5 Table Sequences of primers used for RT-qPCRs. Excel file that contains the sequences of each set of primers used to make the RT-qPCRs for validation of RNA-Seq data.
(XLSX) Click here for additional data file.

S6 Table Gene function of differentially expressed genes of *D*. *arizonae* through diets. Protein domains and associated function were obtained from orthologs of *D*. *mojavensis* in FlyBase (http://flybase.org). Red genes also changed in *D*. *mojavensis* diets.
(DOCX) Click here for additional data file.

S7 Table Gene function of differentially expressed genes of *D*. *mojavensis* through diets. Protein domains and associated function were obtained from FlyBase (http://flybase.org). Red genes also changed in *D*. *arizonae* diets.
(DOCX) Click here for additional data file.

S8 Table Analysis of KEGG pathways. Excel file that contains the data generated by “Annotate” and “Identify” programs of KOBAS 2.0 web tool. Analysis was performed using the default options as hypergeometric test/Fisher's exact test for statistical method and a Benjamini and Hochberg FDR-correction method. The significantly represented pathways are marked in red and can be viewed with the associated hyperlinks.
(XLSX) Click here for additional data file.

# Supplementary material for: Transcriptional responses of ecologically diverse Drosophila species to larval diets differing in relative sugar and protein ratios
**Source:** PLoS One. 2017 Aug 23;12(8):e0183007. doi: 10.1371/journal.pone.0183007
**Supplement:** S1 Table

**S1 Table. Composition of artificial diets.**

|  | **HPLS** | **EPS** | **LPHS** |
| --- | --- | --- | --- |
| **Sucrose (g)** | 8 | 20 | 32 |
| **Active dry yeast (g)** | 32 | 20 | 8 |
| **Yellow cornmeal (g)** | 9 | 9 | 9 |
| **Distilled water (ml)** | 200 | 200 | 200 |
| **Agar (g)** | 1 | 1 | 1 |
| **Ethanol 100% (ml)** | 4.5 | 4.5 | 4.5 |
| **Methyl paraben (g)** | 0.45 | 0.45 | 0.45 |
| **Index protein:sugar** | 0.43 | 0.20 | 0.10 |

# Supplementary material for: Transcriptional responses of ecologically diverse Drosophila species to larval diets differing in relative sugar and protein ratios
**Source:** PLoS One. 2017 Aug 23;12(8):e0183007. doi: 10.1371/journal.pone.0183007
**Supplement:** S2 Table

**S2 Table. Sequencing statistics for PE-reads samples of the three species raised on HPLS, EPS, and LPHS.**

| **Samples** | **Input*** | **Mapped left reads**** | **Mapped right reads**** |
| --- | --- | --- | --- |
| Dmel_HPLS1 | 14607012 | 13191475 | 13222725 |
| Dmel_HPLS2 | 42116527 | 38425890 | 37863081 |
| Dmel_EPS1 | 22936609 | 20864533 | 20852066 |
| Dmel_EPS2 | 20210922 | 18490146 | 18250477 |
| Dmel_LPHS1 | 15152336 | 13667469 | 13657229 |
| Dmel_LPHS2 | 18956811 | 17437037 | 17241849 |
| Darz_HPLS1 | 17643204 | 13049332 | 13076385 |
| Darz_HPLS2 | 14435525 | 10945111 | 10800078 |
| Darz_EPS1 | 14288405 | 10786834 | 10812945 |
| Darz_EPS2 | 11816693 | 9144242 | 9029733 |
| Darz_LPHS1 | 14724324 | 11117252 | 11116931 |
| Darz_LPHS2 | 15271810 | 11788018 | 11646258 |
| Dmoj_HPLS1 | 15998615 | 14078223 | 14087555 |
| Dmoj_HPLS2 | 15203368 | 13688308 | 13520944 |
| Dmoj_EPS1 | 17305352 | 15246243 | 15274406 |
| Dmoj_EPS2 | 12406720 | 11142796 | 11008257 |
| Dmoj_LPHS1 | 15497412 | 13674082 | 13636723 |
| Dmoj_LPHS2 | 18956811 | 17437037 | 17241849 |

* Raw data obtained with HiSeq^TM^ 2000 Sequencing System from Illumina in a 2 X 100 paired-end reads format.

****** Mapped reads using bowtie2/tophat with standard options

# Supplementary material for: Transcriptional responses of ecologically diverse Drosophila species to larval diets differing in relative sugar and protein ratios
**Source:** PLoS One. 2017 Aug 23;12(8):e0183007. doi: 10.1371/journal.pone.0183007
**Supplement:** S3 Table — Coefficients were calculated using R with raw counts from cuffdiff outputs.

**S3 Table. Spearman’s correlation coefficient between replicates. Coefficients were calculated using R with raw counts from cuffdiff outputs.**

|  | | Spearman’s correlation coefficient |
| --- | --- | --- |
| *D. melanogaster* | | |
| Dmel_HPLS1 | | 0.97 |
| Dmel_HPLS2 |  |  |
| Dmel_EPS1 | | 0.97 |
| Dmel_EPS2 | |  |
| Dmel_LPHS1 | | 0.98 |
| Dmel_LPHS2 | |  |
| *D. arizonae* | | |
| Darz_HPLS1 | | 0.97 |
| Darz_HPLS2 | |  |
| Darz_EPS1 | | 0.97 |
| Darz_EPS2 | |  |
| Darz_LPHS1 | | 0.97 |
| Darz_LPHS2 | |  |
| *D. mojavensis* | | |
| Dmoj_H1_count | | 0.98 |
| Dmoj_H2_count | |  |
| Dmoj_E1_count | | 0.98 |
| Dmoj_E2_count | |  |
| Dmoj_L1_count | | 0.98 |
| Dmoj_L2_count | |  |

# Supplementary material for: Transcriptional responses of ecologically diverse Drosophila species to larval diets differing in relative sugar and protein ratios
**Source:** PLoS One. 2017 Aug 23;12(8):e0183007. doi: 10.1371/journal.pone.0183007
**Supplement:** S6 Table — Protein domains and associated function were obtained from orthologs of D. mojavensis in FlyBase (http://flybase.org). Red genes also changed in D. mojavensis diets.

**S6 Table. Gene function of differentially expressed genes of *D. arizonae* through diets. Protein domains and associated function were obtained from orthologs of *D. mojavensis* in FlyBase (http://flybase.org). Red genes also changed in *D. mojavensis* diets.**

*****Obtained from Kyoto Encyclopedia of Genes and Genomes (<http://www.genome.jp/kegg/>).

**Obtained from PANTHER Classification System using *D. melanogaster*’s ortholog ID (<http://pantherdb.org>).

# Supplementary material for: Transcriptional responses of ecologically diverse Drosophila species to larval diets differing in relative sugar and protein ratios
**Source:** PLoS One. 2017 Aug 23;12(8):e0183007. doi: 10.1371/journal.pone.0183007
**Supplement:** S7 Table — Protein domains and associated function were obtained from FlyBase (http://flybase.org). Red genes also changed in D. arizonae diets.

**S7 Table. Gene function of differentially expressed genes of *D. mojavensis* through diets.** Protein domains and associated function were obtained from FlyBase (http://flybase.org). Red genes also changed in *D. arizonae* diets.

* Obtained from Kyoto Encyclopedia of Genes and Genomes (<http://www.genome.jp/kegg/>).

** Obtained from PANTHER Classification System using *D. melanogaster*’s ortholog ID (http://pantherdb.org).

How the deposited data were processed for this re-analysis (not part of the article)

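Gene expression was measured by RNA-Seq in larvae of *D*. *melanogaster*, *D*. *arizonae* and *D*. *mojavensis* kept for 24 h on the HPLS, EPS or LPHS diet. There were 2 replicates per diet, 6 libraries per species and 18 libraries in all. The replicates were paired across diets by the replicate number in the labels of the libraries (S1 or S2). The paper names 2 strains per species, but neither its text nor the labels say whether the replicate number is the strain, so a difference between replicates cannot be told apart from a difference between library batches.

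The authors mapped the read pairs with TopHat2 to the genome of each species, assembled genes of *D*. *arizonae* with cufflinks, ran cuffdiff2 at its default settings, and deposited 1 value per gene and library. Most of the deposited signal values are fragment counts that the authors' processing had multiplied by 1 step per library before deposition. A step between 0.5 and 1.5 was searched for in each library, and a value was taken as a whole multiple when it lay within 0.01 steps of one, or within a wider limit in proportion to the value for large values, which are deposited with few decimals. Division by the step gave back the number of fragments for whole multiples, other values were rounded after it for the tests on counts, and the search was tested on simulated data. The cause of the values in *D*. *melanogaster* and *D*. *arizonae* that are not whole multiples was not tested. The smallest library held 6819501 fragments in genes and the largest 32807679. The counts limit the precision of genes with few fragments, and with 2 replicates per diet the spread between libraries limits the precision of the others.

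The comparison planned before the data were examined was the quasi-likelihood test of edgeR on counts, with values rounded if they were not whole. The plan thus allowed for values that are not whole. Once the deposited values had been found not to be counts, the main test was nevertheless changed to limma (version 3.58.1). It used a trend of the variance on expression, on the log2 of the value plus a pseudocount of 1. Values were divided by the library size after TMM normalization, relative to its mean. The quasi-likelihood test was run as an alternative on the recovered fragments, not on the rounded deposited values. Without the block it called 0 genes in each species. Genes were kept by filterByExpr of edgeR (version 4.0.16), with the diet as the group and its minimum count of 10. The 3 diets of a species were fitted together with the diet alone in the model, and the comparisons were LPHS-HPLS, EPS-HPLS and LPHS-EPS. Genes with a Benjamini-Hochberg adjusted p of at most 0.05 within a comparison were called differentially expressed. A trend on the grams of sucrose (8, 20 and 32) and the difference between replicate 2 and replicate 1 were tested in the same way. Each comparison was repeated with the replicate number as a block. The smallest adjusted p in LPHS-HPLS in *D*. *melanogaster* was 1 without the block and 0.108 with it. The tests were tested on simulated data with 200 changed genes and a log2 change of 2. DESeq2 (version 1.42.0) and the likelihood-ratio test of edgeR were run as alternatives on the recovered fragments. R was version 4.3.3, and Python (version 3.11.15) with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 made the tables and figures.

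Lists of genes were tested as a whole by fry and camera of limma and against 10000 random lists, in which each gene was drawn from the 50 genes nearest in mean expression. For camera the correlation between genes was left at its small preset value. Orthologs were taken from S4 Table. RT-qPCR changes were computed from the threshold cycles of S5 Table as the cycle of the target minus that of 18S, between LPHS and HPLS, and averaged over the replicates. GI14996 and GI15007 were assigned to the *Thor* assays of S5 Table by their order in that table.

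The genes given by name were fixed by a rule: every gene that the text, Table 2, Table 3 or the legend of Fig 4 names, with its *D*. *melanogaster* ortholog where the text speaks of *D*. *melanogaster*, and for each species up to 5 other genes with the largest change among those called. The identifiers of the deposited *D*. *arizonae* table likely number other gene models than those of the paper. The *D*. *arizonae* genes named by the paper, their Table 3 values and the comparison of their RT-qPCR with the counts were therefore left out. Of the alternatives, 17 were set with the planned comparison, 4 more left out an HPLS or LPHS library each, and 9 were chosen after seeing the data. Read mapping and the functional categories of the paper were not analysed here.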

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

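Of the tests in this part, those on the correlation of same-numbered libraries, on the steps and on the percent of mapped reads were chosen only after the result was seen.

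The paper gives correlations between the replicates, and the genes that differ between them are outside those it discusses. With the diet in the model, limma called 1948 genes in *D*. *melanogaster*, 975 in *D*. *arizonae* and 1288 in *D*. *mojavensis* that differed between replicate 2 and replicate 1. With libraries thinned to the same size these counts were 1331, 805 and 1153. With RLE normalization they were 1934, 981 and 1289, and with the DESeq2 Wald test 2106, 969 and 885. Depth and scaling thus do not account for the difference as a whole. The 6 libraries of a species can be split in 4 ways with 1 library of each diet in each group. In each species 1 of the 4 splits, the one by replicate number, gave as many genes, and the other 3 gave 0, while in *D*. *melanogaster*, *D*. *arizonae* and *D*. *mojavensis* 4456, 2897 and 3037 genes had an unadjusted p under 0.05 in the real split. With 4 splits the share cannot fall below 0.05, so chance is not excluded by this count alone. The deviations of same-numbered libraries from their diet means correlated across genes with a mean of 0.61 in *D*. *melanogaster* and 0.6 in each of the other species. A difference between strains may account for this, since the paper names 2 strains per species, and so may a difference between library batches. The labels do not separate these explanations. The authors' processing may also have scaled the replicates separately, since the steps within a replicate multiply to as low as 0.989. Such scaling does not account for the difference as a whole.

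With the replicate number as a block, 78 genes were called in LPHS-HPLS in *D*. *arizonae*, against 3 without it. These genes could not be matched to S6 Table, because the identifiers likely number different gene models, so how many of them the paper reports is not known. The diets can be assigned to the libraries of replicate 2 in 6 ways. The real assignment was the only 1 of the 6 that gave as many genes, and the other 5 gave 0. With 6 assignments the share cannot fall below 0.05. The lower number without the block is consistent with a shift shared by same-numbered libraries, whose correlation was 0.6. Thinned libraries gave 81 genes with the block, so depth does not account for the count. In simulated libraries with differences between replicates, 10.2% of the genes called by this fit in *D*. *arizonae* were false. The smallest adjusted p was 0.00702. The diet is the biological explanation that the design gives. Since no outcome of 6 assignments could have excluded chance, they do not tell the diet apart from it.

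The block fit in *D*. *mojavensis* called 423 genes in LPHS-HPLS that S7 Table does not list, besides 121 that it lists. Of the 6 assignments of diets to the libraries of replicate 2, 1 gave as many genes as the real one, which was itself, and the others gave 0 to 3. In simulated libraries with differences between replicates, 12.3% of the genes called by this fit in *D*. *mojavensis* were false. With thinned libraries the block fit called 525 genes in all. A response to diet in genes outside S7 Table is a candidate explanation, and chance is not excluded with 6 assignments.

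The orthologs GI17847 and *Mtp* changed in opposite directions in every replicate in LPHS-HPLS. GI17847 changed by -1.31 in *D*. *mojavensis*, with -0.71 and -1.91 in the replicates, and *Mtp* by 0.17 in both replicates of *D*. *melanogaster*. The difference between the species was not tested. It was the 1 pair of 15 ortholog pairs with opposite signs in all replicates, while 7 pairs had the same sign in all and 7 were mixed, so 1 such pair may arise by chance. The adjusted p of GI17847 was 0.29 without the replicate block and 0.030 with it, and it was between 0.011 and 0.34 over the alternatives. With each HPLS or LPHS library left out in turn, its change stayed between -1.77 and -0.84. No technical explanation was tested for this pair.

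Each species' 6 libraries were tested by Dixon's ratio on the number of fragments, the percent of fragments in the 10 highest genes, the number of genes above 0, and the fragments as a percent of mapped left reads. In 2 of these 12 groups a library lay far from the others, where chance gives about 1 in 20. Both were on the percent of mapped reads. Replicate 2 of HPLS in *D*. *melanogaster* had 85.4% (ratio 0.872), and 4 genes with many fragments in the other libraries are listed at 0 in it. Replicate 2 of LPHS in *D*. *mojavensis* had 41.7% (ratio 0.828), where the mapped reads of S2 Table are those of a *D*. *melanogaster* library, so a copied entry is a candidate explanation. No biological explanation was tested. By the number of fragments, replicate 2 of HPLS in *D*. *melanogaster* had a ratio of 0.612, under the critical value.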

How the results depend on the processing

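Counts of differentially expressed genes depended on the test and on the replicate block. The quasi-likelihood test was planned on the deposited values taken as counts, and its use on the recovered fragments, with or without the block, was chosen after seeing the data. So were the likelihood-ratio test with replicate block, other pseudocounts, values as deposited, thinned libraries with replicate block, and counts and lists without genes listed at 0. RLE normalization, robust empirical Bayes, no filter, a mean of at least 10, pseudocount 0.1 and leaving out genes listed at 0 kept each count of differentially expressed genes within 1.5 times the first value in the 3 comparisons of each species. For the changes below, the cause was not tested.

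In *D*. *melanogaster* the counts were 0 in the 3 comparisons, with 182, 45 and 24 genes at an unadjusted p under 0.05. In LPHS-HPLS the DESeq2 Wald test called 16 genes and the edgeR likelihood-ratio test 2. With replicate block the likelihood-ratio test called 199 in LPHS-HPLS, 28 in EPS-HPLS and 8 in LPHS-EPS. The trend on sucrose called 0 genes, and 10 with the replicate block. In simulated libraries of *D*. *melanogaster* with replicate differences, the likelihood-ratio test with the block called 17% false genes.

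In *D*. *arizonae* LPHS-HPLS gave 3 genes. DESeq2 called 134, the likelihood-ratio test 79, the replicate block 78, and thinned libraries with the block 81. The quasi-likelihood test called 0 genes (778 unadjusted) and 121 with the block, and the likelihood-ratio test with the block 661. Adjusting over the 3 comparisons together left 0 genes. In EPS-HPLS, with 0 genes (86 unadjusted), DESeq2 called 5, the quasi-likelihood test with the block 2 and the likelihood-ratio test with the block 21. In LPHS-EPS, with 0 genes (291 unadjusted), DESeq2 called 25, the likelihood-ratio test 12, and with the block 155, and the quasi-likelihood test with the block 3. The trend gave 5 genes, and 253 with the block.

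In *D*. *mojavensis* LPHS-HPLS gave 2 genes. DESeq2 called 197, the likelihood-ratio test 147, and the replicate block 544. Only the 2 diets compared gave 4 genes, and libraries thinned to the smallest library 1. The quasi-likelihood test called 0 genes (990 unadjusted) and 550 with the block, the likelihood-ratio test with the block 1142, values as deposited 0 (665 unadjusted), thinned libraries with the block 525, and adjusting over the 3 comparisons 0. In EPS-HPLS, with 0 genes (217 unadjusted), DESeq2 called 14, the likelihood-ratio test 18, the block 18, thinned libraries 1, the quasi-likelihood test with the block 13, the likelihood-ratio test with the block 176, pseudocount 10 gave 1 and thinned libraries with the block 9. In LPHS-EPS, with 0 genes (213 unadjusted), DESeq2 called 2 and the likelihood-ratio test with the block 99. The trend gave 13 genes, and 898 with the block. Of the genes of S7 Table, 2 passed the threshold in LPHS-HPLS, 1 in thinned libraries and 121 with the block. The number that changed as listed, 134 of 135, was the same with RLE normalization and in thinned libraries.

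For the *D*. *melanogaster* orthologs of S7 Table the signed mean of 0.148 had a p of 0.112 by fry of limma, 0.0398 with the replicate block and 0.00224 by camera. Without genes listed at 0 and with the block the mean was 0.241 with a p of 0.0426 by fry, and 0.113 without the block. For the orthologs of S6 Table the mean of 0.297 had a p of 0.0821, 0.0558 with the block and 0.00341 by camera. After adjustment over the 3 lists, the p of both ortholog lists by fry was 0.168 without the block and 0.0837 with it, so the calls of the block among these lists do not hold after adjustment. By camera both had an adjusted p of 0.00341 over 2 lists. The 2 ortholog lists share genes, so their results are not independent. The direction did not change under any of these settings. The marker genes of late larvae reversed: their mean was 1.106 over 12 genes (a p of 0.694 by fry, and 0.286 with the block), and -1.572 over the 9 genes that are not listed at 0 in any library (0.571, and 0.181 with the block). The median Spearman coefficient between replicates was 0.973 over all genes, 0.966 over genes kept by the filter, and 0.971 over detected genes.

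Among genes given by name, all 105 values of 15 *D*. *melanogaster* genes kept their direction and their side of the threshold. Of 21 *D*. *arizonae* values, 1 fell under the threshold when only the 2 diets were compared. Of 224 *D*. *mojavensis* values, 145 kept both, 78 passed the threshold (25 with DESeq2, 24 with the likelihood-ratio test and 29 with the block), and 1 fell under it in thinned libraries. When a single HPLS or LPHS library was left out, 6 *D*. *melanogaster* genes and 1 *D*. *mojavensis* gene changed sign. The *D*. *mojavensis* gene is GI19441, which ranged from -1.10 to 2.86. Within the replicates its change was 1.52 and 0.24, so its change of sign comes from breaking the pairing by replicate number. In a balanced design the block does not move a fold change, so numbers of genes with the same direction were not recomputed with it. Orthologs of S6 Table each have 1 ortholog, so restricting to single orthologs was not run there. Alternatives for the RT-qPCR of *D*. *arizonae* were not run. Libraries with few fragments limit genes with low counts, and GI11539 had 3 fragments in its lowest library. Its change of -4.39 averages the log2 changes of the replicates, -7.18 and -1.60. DESeq2 gave -2.04, which goes with the mean normalized counts of 1010 in HPLS and 245.5 in LPHS.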

Differences from the paper's values

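For LPHS-HPLS in *D*. *arizonae* the paper's count is 60 differentially expressed genes, and 3 were found here. Of the alternatives set before the data were examined, the edgeR likelihood-ratio test (79) and the replicate block (78) came within 1.5 times the paper's count and the others did not. Thinned libraries with the replicate block, chosen after seeing the values, gave 81. For EPS-HPLS the paper's count is about 4 in Fig 1, read by eye, and 0 were found here, with 86 genes at an unadjusted p under 0.05. DESeq2 gave 5 and no other alternative set before the data were examined came close. For LPHS-EPS it is about 21 in Fig 1, read by eye, and 0 were found here, with 291 unadjusted. DESeq2 gave 25, and the others set before the data were examined did not close the gap.

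Over all comparisons the paper's counts in *D*. *arizonae* are 64 genes, 26 up-regulated and 38 down-regulated, and 3, 0 and 3 were found here. The likelihood-ratio test (79, 38 and 41) and the replicate block (78, 32 and 46) closed these gaps, and the other alternatives set before the data were examined did not. Thinned libraries with the block, chosen after seeing the values, gave 81, 31 and 50.

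For LPHS-HPLS in *D*. *mojavensis* the paper's count is 136, and 2 were found here. DESeq2 (197) and the likelihood-ratio test (147) closed the gap, and the others set before the data were examined, with the replicate block at 544, did not. For EPS-HPLS the paper's count is about 35 in Fig 1, read by eye, and 0 were found here, with 217 at an unadjusted p under 0.05. For LPHS-EPS it is about 6 in Fig 1, read by eye, and 0 were found here, with 213 unadjusted. None of the alternatives set before the data were examined closed these 2 gaps. Over all comparisons the paper's counts are 141 genes, 52 up-regulated and 89 down-regulated, against 2, 1 and 1 here. The likelihood-ratio test (147, 64 and 83) closed all 3 gaps. DESeq2 closed those of the total (197) and of the down-regulated genes (107), but not that of the up-regulated genes (90). The other alternatives set before the data were examined closed none.

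For GI11539 the paper's log2 fold change in LPHS-HPLS is -2.0, and -4.39 was found here. DESeq2 and the likelihood-ratio test, both at -2.04, closed the gap, and the other alternatives set before the data were examined did not. Both fit counts, while limma averages log2 values over the replicates, which were far apart for this gene. For GI23785 the paper's value is -4.0 and -3.85 was found here. DESeq2 (-3.96), the likelihood-ratio test (-3.95), no filter (-3.86) and thinned libraries (-4.09) closed the gap, and RLE normalization, the replicate block at -3.85 and only the 2 diets compared did not. For GI14996 the paper's fold change is about 4.4 in Fig 4B, read by eye, and 4.92 was found here. Thinned libraries (4.69) closed the gap, and the other alternatives set before the data were examined did not. Another 9 log2 fold changes of Table 3, 6 fold changes and 8 RT-qPCR fold changes of Fig 4, and 9 Spearman coefficients differed from the paper's by no more than the spread between replicates or, for the coefficients, between diets. That spread is wide for GI23906, whose fold change in the paper is about -9 in Fig 4B, read by eye, and -21 here, with log2 fold changes of -2.82 and -5.96 in the replicates. DESeq2 gave -8.94 and the likelihood-ratio test -9. These tests fit counts, whose normalized means were 828.6 in HPLS and 91.97 in LPHS, while limma averages log2 values.

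The paper lists GI20943 as down-regulated in *D*. *mojavensis*, and here it rose in LPHS-HPLS by 1.3, with 1.01 and 1.60 in the replicates (adjusted p = 0.27 from limma, 0.020 with the replicate block, 0.0367 with DESeq2 and 0.0259 with the likelihood-ratio test). For *Adh1* in *D*. *mojavensis* the paper describes no differential expression, and here it changed by -1.90 (adjusted p = 0.17 from limma, 0.0076 with the block). Over the alternatives its adjusted p ran from 8.6e-06, with DESeq2, to 0.2. The values that the paper plots for *Adh1* are close to those found here, with a fold change of about -4 in Fig 4B, read by eye, against -3.73, and by RT-qPCR of about -7 in Fig 4B, read by eye, against -6.4. For GI19441 the paper describes up-regulation, and here its change was 0.88, with 1.52 and 0.24 in the replicates (adjusted p = 0.93 from limma, 0.28 with the block). For *D*. *melanogaster* the paper describes no significant difference among diets. With limma 0 genes were called in LPHS-HPLS (182 at an unadjusted p under 0.05), with DESeq2 16 and with the likelihood-ratio test 2. The trend on sucrose called 0 genes, and 10 with the block. The likelihood-ratio test with the block, chosen after seeing the values, called 199 in LPHS-HPLS. In LPHS-HPLS, settings that call genes of S7 Table which limma does not are the replicate block (121), DESeq2 (83), the likelihood-ratio test (79), only the 2 diets compared (4) and no filter (3). Chosen after seeing the values were the quasi-likelihood test with the block (122), the likelihood-ratio test with the block (131) and thinned libraries with the block (120).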

Other observations

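Of the tests in this part, those on the separate scaling of replicates, the S2 Table entry, the *D*. *arizonae* identifiers, the marker genes without those listed at 0, and the genes listed at 0 as a reason for few calls were chosen only after the result was seen. Of 18 tests in the closing parts, 12 were written before the result they measure was seen and 6 after it.

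In *D*. *melanogaster* limma called no gene in LPHS-HPLS, where 182 genes had an unadjusted p under 0.05. Depth was tested by thinning all libraries to the smallest one, and the block fit still called 525 genes of *D*. *mojavensis* at that depth. This test says little, since the smallest library is one of *D*. *mojavensis*. The *D*. *melanogaster* libraries held at least 13219676 fragments and those of *D*. *mojavensis* at most 9910492, so a lower depth of *D*. *melanogaster* is not an explanation. Spread between libraries was tested by adding the changes of 135 genes of S7 Table, replicate by replicate, to random *D*. *melanogaster* genes that are not listed at 0, in 20 draws. With the replicate block a median of 27 of the added genes (15 to 36) were called in *D*. *melanogaster*, which is 20%, against 121 of the same genes in *D*. *mojavensis*. Without the block the median was 0. The 135 genes were listed because the authors had called them in the *D*. *mojavensis* libraries, so that selection favours the 121. The added changes also carry the differences between the *D*. *mojavensis* replicates. The 20% is therefore no measure of the *D*. *melanogaster* spread alone. The limit set for this test was under 10%, so by that limit a larger spread is not the whole explanation. How much it hides is not known. Genes listed at 0 in 1 library were tested by leaving them out, and the number called was still 0, but with a smallest adjusted p of 1 before and after, this test could hardly have come out otherwise. In the same draws a median of 8 genes without added changes were also called with the block, and whether these respond to diet was not tested. The real *D*. *melanogaster* libraries gave 0 genes with the block, so added changes of that size in as many genes gave calls that the diets did not. A smaller response of *D*. *melanogaster* to diet may therefore contribute, but a difference between species was not tested directly.

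The likelihood-ratio test with the replicate block, chosen after seeing the data, called 199 genes in LPHS-HPLS in *D*. *melanogaster*. Of the 6 assignments of diets to the libraries of replicate 2, 1 gave as many genes, the real one, and the others gave 10 to 97. In simulated libraries the test called 17% false genes, and with 6 assignments chance is not excluded.

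As a list, the *D*. *melanogaster* orthologs of the genes of S7 Table lay at percentile 100 of random lists matched on expression, and so did those of S6 Table. The lists share genes, so these are not independent results. The percentile compares genes within these libraries and takes no account of the spread between replicates. By fry of limma, which does, p was 0.112 for S7 Table (0.0398 with the replicate block) and 0.0821 for S6 Table (0.0558 with the block), and adjusted over 3 lists both were 0.168 and 0.0837. Camera, with its preset correlation between genes, gave 0.00224 and 0.00341, and 0.00341 for both after adjustment. A shared response too small to be called gene by gene may be present, and the tests that use the replicates do not settle it.

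Slower development on the higher sugar diet was tested with 12 marker genes of late larvae, written down before the test. Their mean log2 fold change in LPHS-HPLS was 1.106, at percentile 99.58 of random lists, the opposite of what slower development predicts. That mean rests on *Lsp1beta*, *Lsp1gamma* and *Lsp2*, which are listed at 0 in replicate 2 of HPLS. Without them the mean over 9 genes was -1.572, lower than all random lists (percentile 0), and 0 of the 9 were higher in LPHS. By fry of limma the p was 0.571, and 0.181 with the block. Whether development differed cannot be told from these libraries.

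Among *D*. *melanogaster* genes, 6 are listed at 0 in at least 1 library and have at least 1000 fragments in another, and 4 of them are listed at 0 in replicate 2 of HPLS. These genes hold 8.1 to 11.2% of the fragments in the other libraries and 0.1% in that one. The same library has fewer fragments in genes than mapped reads, 85.4%, against 98.3 to 100.2% in the others. Leaving these genes out changed no count of differentially expressed genes in *D*. *melanogaster*, where it stayed at 0 in LPHS-HPLS. The pattern was also seen for 7 genes of *D*. *arizonae* and 2 of *D*. *mojavensis*. Of the 7, 5 are listed at 0 in replicate 2 of HPLS. No biological explanation was tested.

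The steps of the 3 libraries of a replicate multiply to between 0.989 and 0.996 in each species, which is consistent with a separate scaling of the replicates by the authors' processing.

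The S2 Table entry for replicate 2 of LPHS in *D*. *mojavensis* holds the same reads as that of *D*. *melanogaster*. The fragments in genes are 41.7% of its mapped left reads, outside the range of the other *D*. *mojavensis* libraries, whose highest value is 65.0%. A copied entry is a candidate explanation.

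Of the *D*. *arizonae* genes of S6 Table found by identifier, 44.4% moved as S6 Table lists, with an exact 95% interval of 27.9 to 61.9%, and 15 of 64 identifiers are absent. Of the *D*. *mojavensis* genes 99.3% moved as listed. It is likely that the identifiers number different gene models.

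The 18S reference of the RT-qPCR differed between the diets. Without it the mean absolute difference between RT-qPCR and counts in *D*. *mojavensis* was 0.798 on the log2 scale, and with it 1.31. A change in the reference may account for part of the difference between the methods. In the libraries, 18S rRNA changed by -1.45, with -0.57 and -2.33 in the replicates (adjusted p = 0.52 from limma, 0.06 with the block), which is opposite in direction to the RT-qPCR reference and comes from poly(A) RNA.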
